# Folliculin Regulates Osteoclastogenesis Through Metabolic Regulation

**DOI:** 10.1002/jbmr.3477

**Published:** 2018-06-26

**Authors:** Masaya Baba, Mitsuhiro Endoh, Wenjuan Ma, Hirofumi Toyama, Akiyoshi Hirayama, Keizo Nishikawa, Keiyo Takubo, Hiroyuki Hano, Hisashi Hasumi, Terumasa Umemoto, Michihiro Hashimoto, Nobuko Irie, Chiharu Esumi, Miho Kataoka, Naomi Nakagata, Tomoyoshi Soga, Masahiro Yao, Tomomi Kamba, Takashi Minami, Masaru Ishii, Toshio Suda

**Keywords:** OSTEOCLAST, FOLLICULIN (FLCN), METABOLISM, OSTEOPOROSIS, TRANSCRIPTION FACTORS

## Abstract

Osteoclast differentiation is a dynamic differentiation process, which is accompanied by dramatic changes in metabolic status as well as in gene expression. Recent findings have revealed an essential connection between metabolic reprogramming and dynamic gene expression changes during osteoclast differentiation. However, the upstream regulatory mechanisms that drive these metabolic changes in osteoclastogenesis remain to be elucidated. Here, we demonstrate that induced deletion of a tumor suppressor gene, *Folliculin* (*Flcn*), in mouse osteoclast precursors causes severe osteoporosis in 3 weeks through excess osteoclastogenesis. *Flcn*‐deficient osteoclast precursors reveal cell autonomous accelerated osteoclastogenesis with increased sensitivity to receptor activator of NF‐κB ligand (RANKL). We demonstrate that Flcn regulates oxidative phosphorylation and purine metabolism through suppression of nuclear localization of the transcription factor Tfe3, thereby inhibiting expression of its target gene *Pgc1*. Metabolome studies revealed that *Flcn*‐deficient osteoclast precursors exhibit significant augmentation of oxidative phosphorylation and nucleotide production, resulting in an enhanced purinergic signaling loop that is composed of controlled ATP release and autocrine/paracrine purinergic receptor stimulation. Inhibition of this purinergic signaling loop efficiently blocks accelerated osteoclastogenesis in *Flcn*‐deficient osteoclast precursors. Here, we demonstrate an essential and novel role of the Flcn‐Tfe3‐Pgc1 axis in osteoclastogenesis through the metabolic reprogramming of oxidative phosphorylation and purine metabolism. © 2018 The Authors *Journal of Bone and Mineral Research* published by Wiley Periodicals, Inc. on behalf of American Society for Bone and Mineral Research (ASBMR).

## Introduction

Cellular metabolism regulates cell proliferation and differentiation. Recent emerging developments in the research field of metabolism are defining many novel molecular mechanisms involved in cell differentiation. Osteoclastogenesis is one of the most dramatic cell differentiation events, which is accompanied by dynamic changes in cellular metabolism and gene expression. Thus, the osteoclast differentiation process is one of the best physiological conditions in which to investigate novel mechanisms of metabolic regulation that drive cell differentiation. It is known that glucose metabolism shifts toward a more oxidative state when osteoclast precursors differentiate to pre‐osteoclasts and osteoclasts upon receptor activator of NF‐κB ligand (RANKL) stimulation. Induction of *Pgc1β* expression by RANKL stimulation causes the aforementioned metabolic reprogramming of osteoclast precursors, resulting in a dramatic change in cellular metabolite profiling, which in turn regulates gene expression that facilitates osteoclastogenesis.^1^, ^2^, ^3^

*Folliculin* (*FLCN*) was originally identified as a tumor suppressor gene that is responsible for a hereditary kidney cancer syndrome, Birt‐Hogg‐Dubé (BHD) syndrome. Folliculin (FLCN) was a novel protein without any known functional domain when it was first identified in 2002.^4^ Subsequent research mainly in *Flcn*‐deficient mouse models has uncovered multiple functions of Flcn in metabolic regulation and a fundamental role in many physiological processes in vivo.^5^, ^6^, ^7^, ^8^, ^9^, ^10^, ^11^, ^12^, ^13^, ^14^ We have previously shown that Flcn regulates oxidative metabolism through the expression control of *Pgc1*α in murine skeletal muscle and cardiomyocytes. Loss of *Flcn* causes increased mitochondrial biogenesis, resulting in elevated levels of cellular ATP.^15^, ^16^

Here, we found that bone marrow targeted *Flcn* KO mice showed a severe osteoporotic phenotype with increased osteoclast number and bone absorption. We hypothesized that Flcn might have an essential role in osteoclast differentiation through metabolic regulation and aimed to clarify the role of FLCN in osteoclastogenesis from the aspect of metabolism. We found that *Flcn* deficiency enhanced a metabolic shift toward oxidative phosphorylation and increased nucleotide production, which resulted in a dramatic elevation of purinergic metabolites in *Flcn*‐deficient osteoclast precursors. Purinergic metabolites themselves can stimulate purinergic receptors, thereby establishing a purinergic signaling loop. Moreover, we showed that the intervention of a purinergic signaling loop could block the accerelated osteoclastogenesis of *Flcn*‐deficient cells. Our novel findings will provide new insights into the metabolic regulation of osteoclast differentiation by Flcn and the basis for understanding the role and upstream regulation mechanism of metabolic reprogramming and purinergic signaling in osteoclastogenesis.

## Materials and Methods

### Mice and bone analysis

*Flcn* conditional knockout mice were generated as previously described.^5^ An *Mx1‐Cre* 17 transgene was introduced into *Flcn^f/f^* mice. *Flcn^f/f^;Mx1‐Cre+* mice and *Flcn^f/f^* littermates mice were injected intraperitoneally at 11 weeks of age with 300 μg of polyinosinic–polycytidylic acid solution (pIpC) (tlrl‐pic, Invivogen) 2 times every other day. Three‐dimensional microcomputed tomography (µCT) analyses were performed as described previously.^2^ Bone morphometric analyses were performed by KUREHA Special Laboratory. The nomenclature, symbol, and units of bone histomorphometry and bone morphometry were used according to Bouxsein and colleagues and Dempster and colleagues.^18^, ^19^ All animal experiments were approved by Kumamoto University Animal Care and Use Committee and performed in accordance with the legal requirements of the Association for Assessment and Accreditation of the Laboratory Animal Care International and the guidelines of Kumamoto University for Animal Care and Use Committee. All mice were housed in an accredited animal facility of Kumamoto University under a 12‐hour light/dark cycle with access to regular food and water ad libitum.

### Cell culture

Raw264.7 cells were cultured with RPMI‐1640 supplemented with 10% FCS (HyClone, GE Healthcare, Piscataway, NJ, USA), 100 U/mL penicillin, 100 µg/mL streptomycin. Raw 264.7 cells were transfected with the expression construct (pCAG‐Tfe3.GR‐IRES‐Puro) by using Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA), followed by clonal selection with 3.0 µg/mL of puromycin. Raw 264.7 cell clones stably expressing a scrambled or a *Flcn*‐specific shRNA were established by utilizing lentiviruses produced by the modified pLVX‐shRNA2‐ZsGreen system. The single clones of ZsGreen‐positive cells were isolated by FACSAriaII (Becton Dickinson, Franklin Lakes, NJ, USA). The shRNA for mouse *Flcn* (target sequence: CTTCAAGTCTCTTCGACACAT) was selected according to a previous report.^20^ For siRNA‐mediated gene knockdown, 30 pmol of siRNA was transfected using Screen Fect siRNA (Wako, Richmond, VA, USA) into 2 × 10^5^ cells per well in a 12‐well plate. To collect conditioned culture media, 450 pmol of siRNA was transfected into 3 × 10^6^ cells per 10 cm culture dish. The following siRNAs were utilized: Flcn: Stealth siRNA for *Flcn*, MSS278133; UUCAAACGCUGAAUGGACCAGGUUC (Life Technologies, Carlsbad, CA, USA) and Stealth siRNA negative control med GC, 12935‐300 (Life Technologies). For double knockdown experiments, the Flcn‐targeting shRNA lentivirus vector with a Puromycin‐resistance gene (pLV[shRNA]‐Puro‐U6>mFlcn[shRNA#6]) and the Tfe3‐targeting shRNA lentivirus vector with a Blasticidin‐resistance gene (pLV[shRNA]‐Bsd‐U6>mTfe3[shRNA#11]) were purchased from VectorBuilder (Santa Clara, CA, USA). Chemicals used for cell culture experiments were as follows: CV1808 (#1710, Tocris Bioscience, Bristol, UK), FCCP (#C2920, Sigma, St. Louis, MO, USA), oATP (#A6779, Sigma), Mefloquin (#SC‐211784, Santa Cruz Biotechnology, Dallas, TX, USA), and ADA (#52544, Sigma).

### In vitro osteoclast differentiation assay

An amount of 1.5 × 10^4^ Raw264.7 cells/well in a 24‐well plate were transfected with scramble siRNA or *Flcn*‐targeted siRNA. After 24 hours, the medium was changed to differentiation medium: MEMα containing 10% FCS (HyClone) without or with 40 ng/mL of RANKL (Oriental Yeast, Tokyo, Japan). Medium was changed every other day. Then, cells were fixed and subjected to TRAP staining using Acid Phosphatase, Leukocyte (TRAP) Kit (Sigma‐Aldrich). TRAP‐positive multinucleated (3 or more nuclei) and large (diameter ≥ 200 μm) cells were counted as osteoclasts. Images of each well were obtained by BZ‐X700 microscope (Keyence, Itasca, IL, USA). Areas of TRAP‐positive multinucleated osteoclasts were measured by BZ‐X Analyzer software (Keyence).

### Tetramethylrhodamine, ethyl ester (TMRE)‐mitochondrial membrane potential assay by flow cytometry

BM mononuclear cells were treated with tetramethylrhodamine, ethyl ester (TMRE) (Enzo, Farmingdale, NY, USA) at a final concentration of 25 μM for 30 minutes at 37°. Subsequently, the cells were washed, incubated with Fc block (BD Biosciences, San Jose, CA, USA) and stained with anti‐Mac‐1 (M1/70, BD Biosciences) on ice and subjected to flow cytometry analysis.

### cAMP measurement

RAW264.7 cells were transfected with scramble siRNA or *Flcn*‐targeted siRNA. After 24 hours, the medium was changed to differentiation medium with RANKL, followed by 48‐hour culture and harvest for cAMP measurement. Intracellular cAMP was measured by competitive enzyme immunoassay (EIA) according to the manufacturer's instructions (Cayman Chemical, Ann Arbor, MI, USA).

### Quantitative RT‐PCR (qRT‐PCR)

Total RNA was isolated using TRIzol Reagent (Thermo Fisher Scientific) and reverse transcribed to cDNA using ReverTra Ace qPCR RT Master Mix (Toyobo, Osaka, Japan). qPCR assays were performed with the Roche Lightcycler 96 system (Roche, Mannheim, Germany) and the Thunderbird Sybr qPCR Mix (Toyobo). Primer sequences are given in Supplemental Table S1. Each value was normalized using the value of *Rps18* as an internal control.

### DNA microarray analysis

Raw264.7 cells were transfected with scramble or *Flcn* targeting siRNA, followed by a medium change at 24 hours after transfection. Cells were cultured after an additional 48 hours and total RNA was collected and purified using the RNeasy Micro Kit (Qiagen, Hilden, Germany). cDNA preparation and hybridization of the probe arrays were performed according to the manufacturer's instructions (Affymetrix, Santa Clara, CA, USA). Affymetrix GeneChip Mouse Genome 430 2.0 arrays were applied. Data were processed using the Affymetrix GeneChip Operating Software (GCOS) Version 1.0. Data are available at the NCBI GEO database under accession number GSE115084.

### Immunocytochemistry (ICC)

Tfe3 staining with anti TFE3 antibody (Sigma, #HPA023881) was performed as previously described.^21^ Fluorescence images were obtained using a confocal laser‐scanning microscope (Nikon, A1R). Scanning was performed in sequential laser emission mode to avoid scanning at other wavelengths.

### Chromatin immunoprecipitation (ChIP)‐qPCR

RAW264.7 cells expressing Tfe3‐GR were cultured for 48 hours with or without 100 nM of Dexamethasone. SimpleChIP Plus Enzymatic Chromatin IP Kit (Magnetic Beads) (#9005, Cell Signaling, Danvers, MA, USA) was utilized for ChIP. Cell cross‐linking, chromatin preparation, and chromatin immunoprecipitation by anti TFE3 antibody (Sigma, #HPA023881) was performed according to the manufacturer's instructions. Primer sequences for qPCR assays are given in Supplemental Table S2.

### Metabolome analysis

Raw264.7 cells were transfected with scramble or *Flcn*‐targeted siRNA, followed by a medium change to MEMα containing 10% FCS (HyClone) and 40 ng/mL of RANKL at 24 hours after transfection. After 48‐hour culture, the cells were washed twice with 5% (w/v) aqueous mannitol solution. Then, 1 mL of methanol containing the internal standards (25 µmol/L each of methionine sulfone and D‐camphor‐10‐sulfonic acid) was added. After 10‐minute incubation, the 400 µL of dissolved solution was mixed with 200 μL of Milli‐Q water and 400 μL of chloroform. After centrifugation, the separated methanol‐water layer was ultrafiltered using a 5‐kDa cut‐off filter (Human Metabolome Technologies, Tsuruoka, Japan) to remove proteins. The filtrate was dried using an vacuum centrifuge and dissolved in 50 µL of Milli‐Q water containing 200 µmol/L reference compounds (3‐aminopyrrolidine and trimesic acid) before CE‐MS analysis. CE‐MS‐based metabolomic profiling and data analysis were performed essentially as described.^22^, ^23^, ^24^, ^25^, ^26^

### Statistical analysis

Experimental data are summarized as the mean values with standard deviation SD. Statistical analyses were performed using a two‐tailed unpaired *t* test with or without Welch's correction. For multiple comparisons, one‐way ANOVA Dunnett's multiple comparisons test was utilized (GraphPad Prism 6, GraphPad, La Jolla, CA, USA). Differences were considered to be statistically significant at a value of *p *< 0.05.

## Results

### Severe osteoporosis in bone marrow targeted *Flcn* knockout mice caused by enhanced osteoclastogenesis

To investigate the significance of metabolic reprogramming in osteoclast differentiation, we conditionally deleted *Flcn* by utilizing *Mx1* promoter‐driven *Cre* transgenic mice.^17^ *Flcn* knockout mice (*Flcnf/f, Mx1‐cre*) demonstrated severe osteoporosis with acute progression in 3 weeks after *Flcn* deletion induced by pIpC injection. 3D reconstruction of femora by micro‐CT analysis revealed severe osteoporosis of *Flcn* knockout mice. As shown in Fig. 1 *A*, trabecular bone in *Flcn* knockout mice was dramatically reduced. Furthermore, the inner surface of the cortical bone in *Flcn* knockout mice was irregular with many dents or holes (Fig. 1 *A*). Quantified bone volume fraction and trabecular numbers in *Flcn* knockout mice were reduced more than 50% compared with control *Flcnf/f* mice (Fig. 1 *B*, *C*). Bone histomorphometric analysis also revealed severe osteoporosis in *Flcn* knockout mice with reduced bone volume, trabecular number, and increased trabecular separation (Fig. 1 *D–G*). The eroded surface generated by osteoclasts was significantly greater in *Flcn* knockout mice (Fig. 1 *H*). In support of these data, osteoclast number (Fig. 1 *I*) and osteoclast surface (Fig. 1 *J*) were significantly greater in *Flcn* knockout mice compared with controls. These observations of static bone resorption parameters strongly support enhanced osteoclastogenesis in *Flcn* knockout mice. On the other hand, there were no significant differences in static bone formation parameters, including osteoblast surface, osteoid volume, osteoid surface, and osteoid thickness (Fig. 1 *K–N*). Dynamic bone formation parameters including mineral apposition rate, mineralizing surface, and bone formation rate demonstrated no statistically significant differences between *Flcn* knockout mice and control mice (Fig. 1 *O–Q*). These data demonstrate that severe osteoporosis in *Flcn* knockout mice is caused by enhanced osteoclastogenesis.

**Figure 1:**
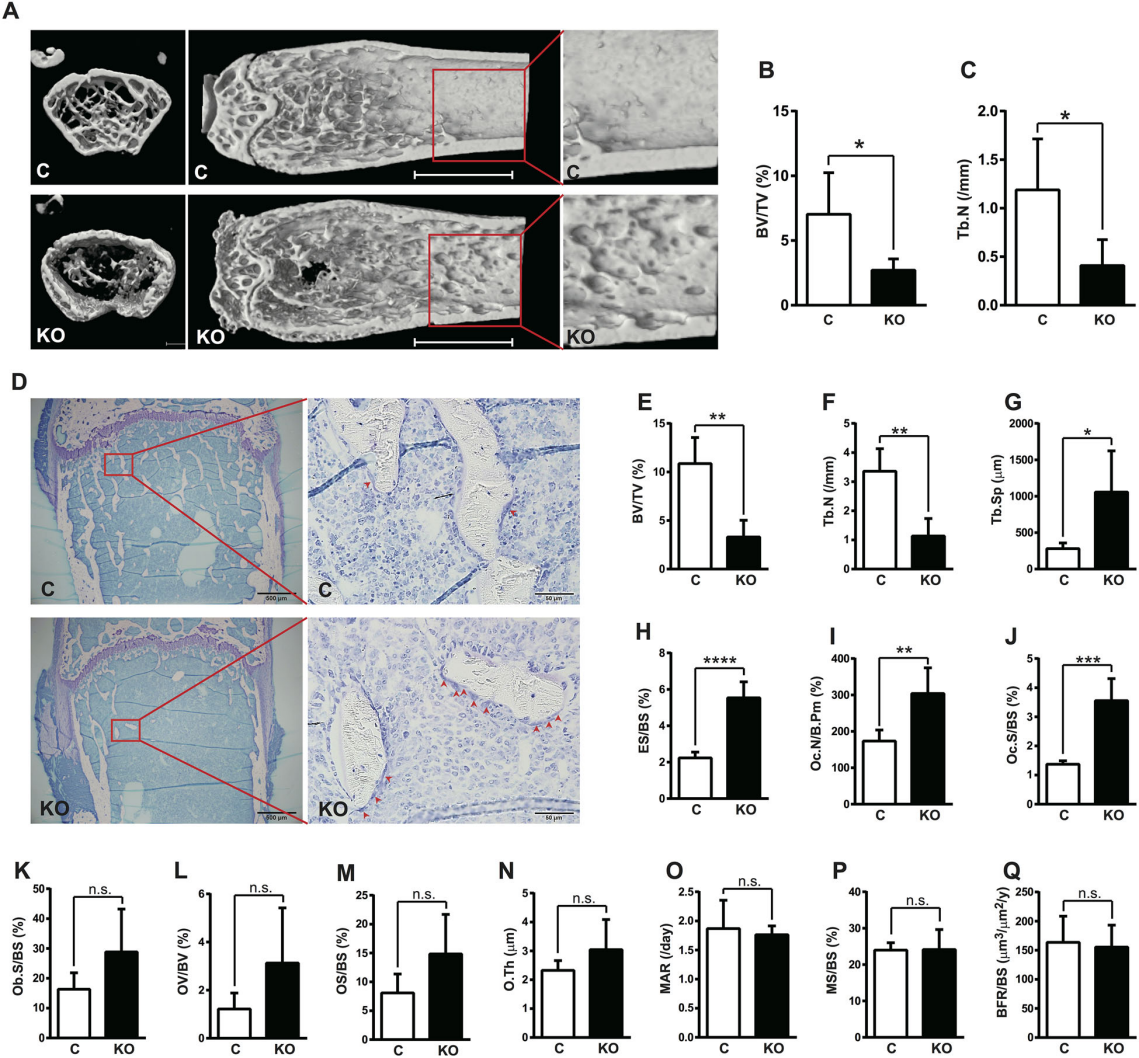
Severe osteoporosis with increased osteoclast number and accelerated bone absorption in bone marrow targeted *Flcn* KO mice. (*A*) Representative images showing μCT of femora from *Flcn ^f/f^;Mx1‐Cre−* (C: *Flcn* WT) mice (upper panel) and *Flcn ^f/f^;Mx1‐Cre^+^*(KO: *Flcn* KO) mice (lower panel). Mice were treated with pIpC at 11 weeks of age and dissected 3 weeks after pIpC treatment. *Flcn* KO mice demonstrate dramatically reduced trabecular bone and thinner cortical bone with many abnormal dents. Scale bars = 2 mm. (*B*, *C*) Bone morphological parameters calculated from μCT scans demonstrate severe osteoporosis in *Flcn* KO mice. Data are presented as mean with SD (*n* = 5 mice for each group, unpaired *t* test: *p < 0.05). Bone volume fraction (BV/TV) and trabecular number (Tb.N) were significantly lower in *Flcn* KO mice. (*D*) Representative images of the Toluidine blue staining of femora from *Flcn* WT (C) (*n* = 5) and *Flcn* KO (KO) (*n* = 4) mice at 3 weeks after pIpC injection. Osteoclasts are indicated by arrowheads. Scale bars = 500 μm (left panel), 50 μm (right panel). (*E–Q*) Histomorphometric analysis on Toluidine blue–stained femora demonstrates osteoporosis and accelerated bone absorption. Data are presented as mean with SD (*n* = 5 for *Flcn* WT; *n* = 4 for *Flcn* KO, unpaired *t* test: n.s. = not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). (*E–G*) Bone volume (BV/TV), trabecular number (Tb.N), and trabecular separation (Tb.Sp) were significantly lower in *Flcn* KO mice. (*H*, *I*) Eroded surface (ES/BS) and osteoclast number (Oc.N/B.Pm) were significantly higher in *Flcn* KO mice. (*J*) Osteoclast surface (Oc.S/BS) was significantly higher in *Flcn* KO mice. (*K–N*) Osteoblast surface (Ob.S/BS), osteoid volume (OV/BV), and osteoid surface (OS/BS) did not show statistical significance between *Flcn* WT and *Flcn* KO mice. (*O–Q*) Dynamic bone histomorphometric analysis with calcein labeling demonstrated no significant difference in dynamic bone formation parameters, including mineral apposition rate (MAR), mineralizing surface (MS/BS), and bone formation rate (BFR/BS) between *Flcn* WT and *Flcn* KO mice.

### Cell autonomous enhancement of osteoclastogenesis in *Flcn*‐deficient osteoclast precursors

To investigate if enhancement of osteoclastogenesis in *Flcn* knockout mice is caused by a cell autonomous mechanism or microenvironment‐dependent mechanism, we performed an in vitro osteoclast differentiation assay. Osteoclast precursors from bone marrow of *Flcn* knockout mice and control mice were cultured with M‐CSF and RANKL for 4 days and stained for TRAP activity. TRAP‐positive multinucleated osteoclast numbers and areas were quantified. *Flcn* knockout osteoclast precursors have greater differentiation ability than wild‐type control cells (Fig. 2 *A–C*). The cell autonomous role of Flcn in osteoclastogenesis was also evaluated in the RAW264.7 osteoclast precursor cell line. siRNA mediated *Flcn* knockdown in RAW264.7 cells dramatically enhanced osteoclastogenesis with a low dose of RANKL (40 ng/mL) in 120 hours (Fig. 2 *D–F*). *Flcn* knockdown RAW264.7 cells did not proliferate faster than control cells, which indicates that accelerated osteoclastogenesis of *Flcn*‐deficient osteoclast precursors is not caused by increased cell proliferation (Fig. 2 *G*). *Flcn* knockdown efficacy was confirmed by quantifying gene expression of *Gpnmb*, whose elevation is a specific readout for *Flcn* deficiency^21^ (Fig. 2 *H*, *I*). Expression of readout genes for osteoclast differentiation, including *Integrin β3*, *Cathepsin K*, *Trap*, and *Oscar*, was measured by qRT‐PCR in RAW264.7 cells transfected with *Flcn*‐targeted siRNA or scramble siRNA (Fig. 2 *J–M*). *Flcn* knockdown made RAW264.7 cells sensitive to RANKL stimulation, thereby promoting osteoclast differentiation, which was demonstrated by greater induction of readout gene expression. Nfatc1 is known as a master transcription factor for osteoclastogenesis and its expression is induced upon RANKL stimulation.^27^ Intriguingly, *Nfatc1* expression was increased in *Flcn* knockdown cells even without RANKL stimulation and was dramatically elevated upon RANKL stimulation for 48 hours (Fig. 2 *N*). Taken together, these data demonstrate the cell autonomous enhancement of osteoclastogenesis by loss of *Flcn* in osteoclast precursors.

**Figure 2:**
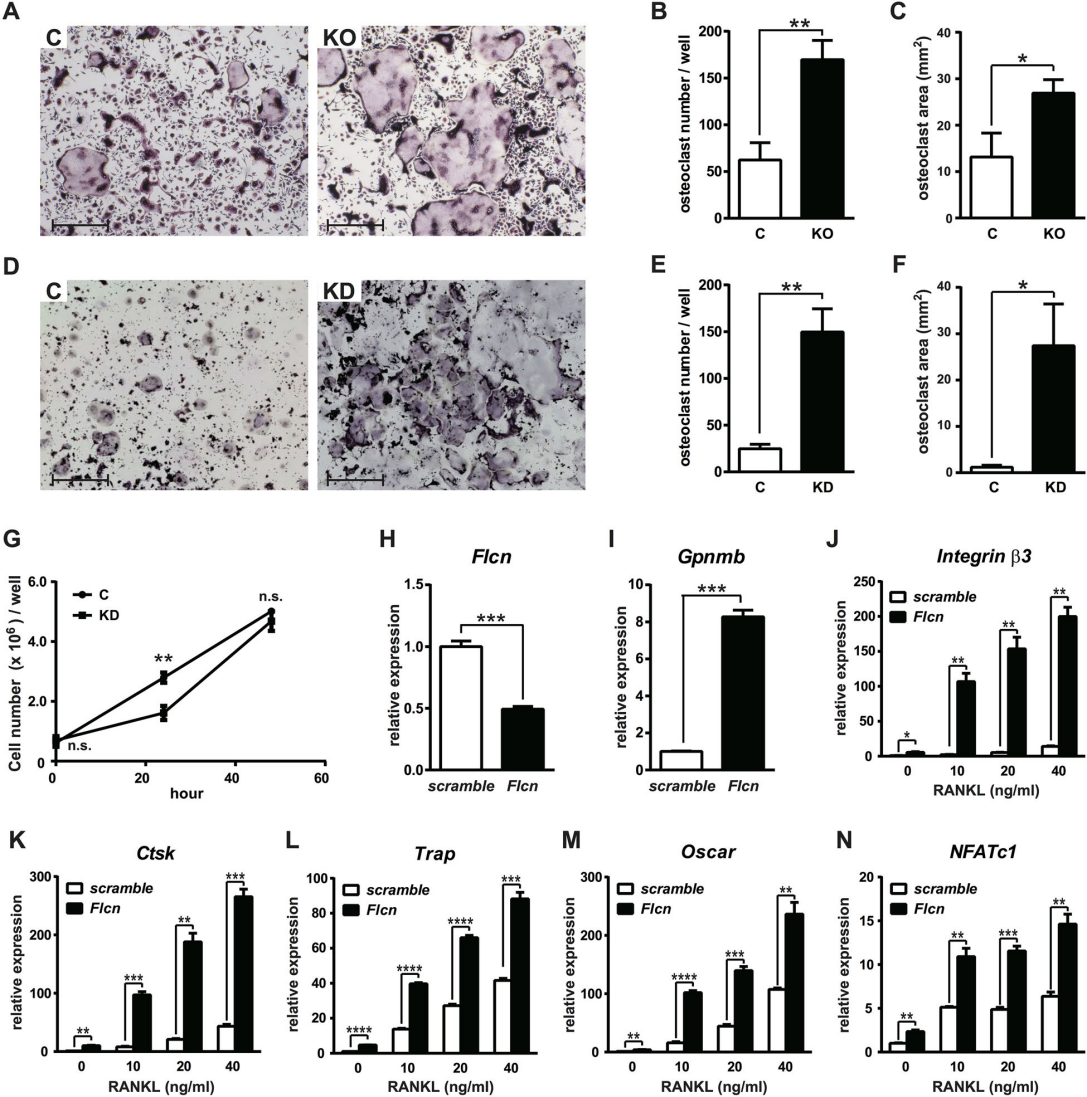
Enhanced osteoclastogenesis in *Flcn*‐deficient osteoclast precursor cells. (*A*) Osteoclast precursors from *Flcn ^f/f^;Mx1‐Cre*− (C) mice and *Flcn ^f/f^;Mx1‐Cre^+^*(KO) mice were cultured with M‐CSF (100 ng/mL) and RANKL (100 ng/mL) for 96 hours, followed by TRAP staining. More multinucleated TRAP‐positive osteoclasts were differentiated from *Flcn*‐deficient osteoclast precursor cells. Scale bars = 400 μm. (*B*) The number of multinucleated (3 or more nuclei) TRAP‐positive osteoclasts in 24‐well plates. (*C*) The area of multinucleated TRAP‐positive osteoclasts in 24‐well plates. There were significantly more osteoclasts differentiated from *Flcn*‐deficient osteoclast precursors. Data represent means ± SD (triplicate, unpaired *t* test: *p < 0.05, **p < 0.01). (*D*) Mouse osteoclast precursor cell line RAW264.7 cells were transfected with scramble siRNA (*C*) or *Flcn* siRNA (KD). At 24 hours after transfection, culture medium was changed to MEMα containing 40 ng/mL of RANKL and cultured for additional 120 hours for osteoclastic differentiation, followed by TRAP staining. Scale bars = 1 mm (*E*) The number of multinucleated (3 or more nuclei) TRAP‐positive osteoclasts in 24‐well plates. (*F*) The area of multinucleated TRAP‐positive osteoclasts in 24‐well plates. Data represent means ± SD (triplicate, unpaired *t* test: *p < 0.05, **p < 0.01). (*G*) RAW264.7 cells were transfected with scramble siRNA (C) or *Flcn* siRNA (KD) in 6‐well plates. At 24 hours after transfection, culture medium was changed to MEMα containing 40 ng/mL of RANKL and the number of Trypan blue–negative viable cells were counted at 0 hour, 24 hours, and 48 hours after the medium change. Data represent means ± SD (triplicate, unpaired *t* test: **p < 0.01). (*H*) *Flcn* knockdown was confirmed by qRT‐PCR on siRNA transfected RAW264.7 cells. (*I*) Elevated *Gpnmb* expression, a readout for Flcn deficiency, was observed in *Flcn* knockdown RAW264.7 cells. (*J–N*) RAW264.7 cells were transfected with scramble siRNA or *Flcn* siRNA. At 24 hours after transfection, culture medium was changed to differentiation medium containing different concentrations of RANKL. After additional 48 hours of culture with RANKL/MEMα, mRNA expression was measured by qRT‐PCR to evaluate osteoclastic differentiation. Readout genes for osteoclastogenesis including *Integrin β3* (*J*), *Cathepsin K* (*K*), *Trap* (*L*), and *Oscar* (*M*) were expressed at significantly higher levels in *Flcn* knockdown cells. (*N*) The expression of *Nfatc1* was elevated in *Flcn* knockdown cells even in the absence of RANKL stimulation. Data represent means ± SD (triplicate, unpaired *t* test: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Representative data from at least three independent experiments are shown.

### Involvement of Flcn‐Tfe3‐Pgc1 axis in osteoclastogenesis

We and others have previously shown that FLCN negatively regulates transcriptional activity of TFE3 transcription factor by regulating its nuclear localization.^20^, ^21^, ^28^ We confirmed that Tfe3 localized predominantly in the nucleus of *Flcn*‐deficient RAW264.7 cells, whereas Tfe3 localized in the cytoplasm of control cells (Fig. 3 *A*). Increased transcriptional activity of Tfe3 in *Flcn* knockdown cells was confirmed by elevated *Gpnmb* expression, which is a known Tfe3 transcriptional target gene (Fig. 3 *C*). To see the contribution of Tfe3 activation for enhanced osteoclastogenesis in *Flcn*‐deficient osteoclast precursors, we performed shRNA‐mediated knockdown of *Tfe3* in *Flcn* knockdown RAW264.7 cells (Fig. 3 *D*). As shown in Fig. 3 *E*, increased *Integrin β3* expression by *Flcn* knockdown was greatly suppressed by additional *Tfe3* knockdown. To see the importance of Tfe3 nuclear localization for enhanced osteoclastogenesis in *Flcn*‐deficient osteoclast precursors, we have generated a RAW264.7 cell line stably expressing Tfe3‐GR fusion protein. Tfe3‐GR is an artificial fusion protein, in which glucocorticoid receptor ligand binding domain (GR) is fused to Tfe3. Thus, Tfe3‐GR nuclear translocation can be induced in *Flcn* intact cells by addition of dexamethasone to the culture medium (Fig. 3 *F*). The dramatic induction of Gpnmb expression by dexamethasone treatment confirmed an efficient activation of Tfe3 (Fig. 3 *G*). Pgc1β is known to have an essential role in osteoclastogenesis.^1^ We observed a significant increase in *Pgc1β* expression caused by forced nuclear localization of Tfe3‐GR, suggesting possible transcriptional regulation of *Pgc1β* by Tfe3, as has been demonstrated for *Pgc1α* (Fig. 3 *L*, *M*).^29^ Then, we confirmed the direct binding of Tfe3 to the M‐box motifs in *Pgc1β* gene as well as *Pgc1α* gene by ChIP‐qPCR, which was specifically observed in Tfe3 activated cells (Fig. 3 *J*, *K*). Indeed, the expression of *Cytochrome c*, a target gene of Pgc1, was induced upon Tfe3 activation (Fig. 3 *L*). In addition, readout genes for osteoclast differentiation, *Integrin β3*, *Cathepsin K*, and *Oscar*, were significantly induced by forced nuclear localization of Tfe3 in *Flcn* intact cells even without RANKL stimulation (Fig. 3 *M–O*). Previously, we have shown an essential role of Impdh2, the rate‐limiting enzyme for purine metabolism, whose expression is regulated by MITF transcription factor, for HSC proliferation.^30^ Activation of Tfe3, an MITF family transcription factor, also induced Impdh2 expression significantly (Fig. 3 *P*). These data demonstrate that the nuclear translocation of Tfe3 induced by Flcn loss contributes to the enhancement of osteoclastogenesis presumably through the activation of its target genes, including *Pgc1*.

**Figure 3:**
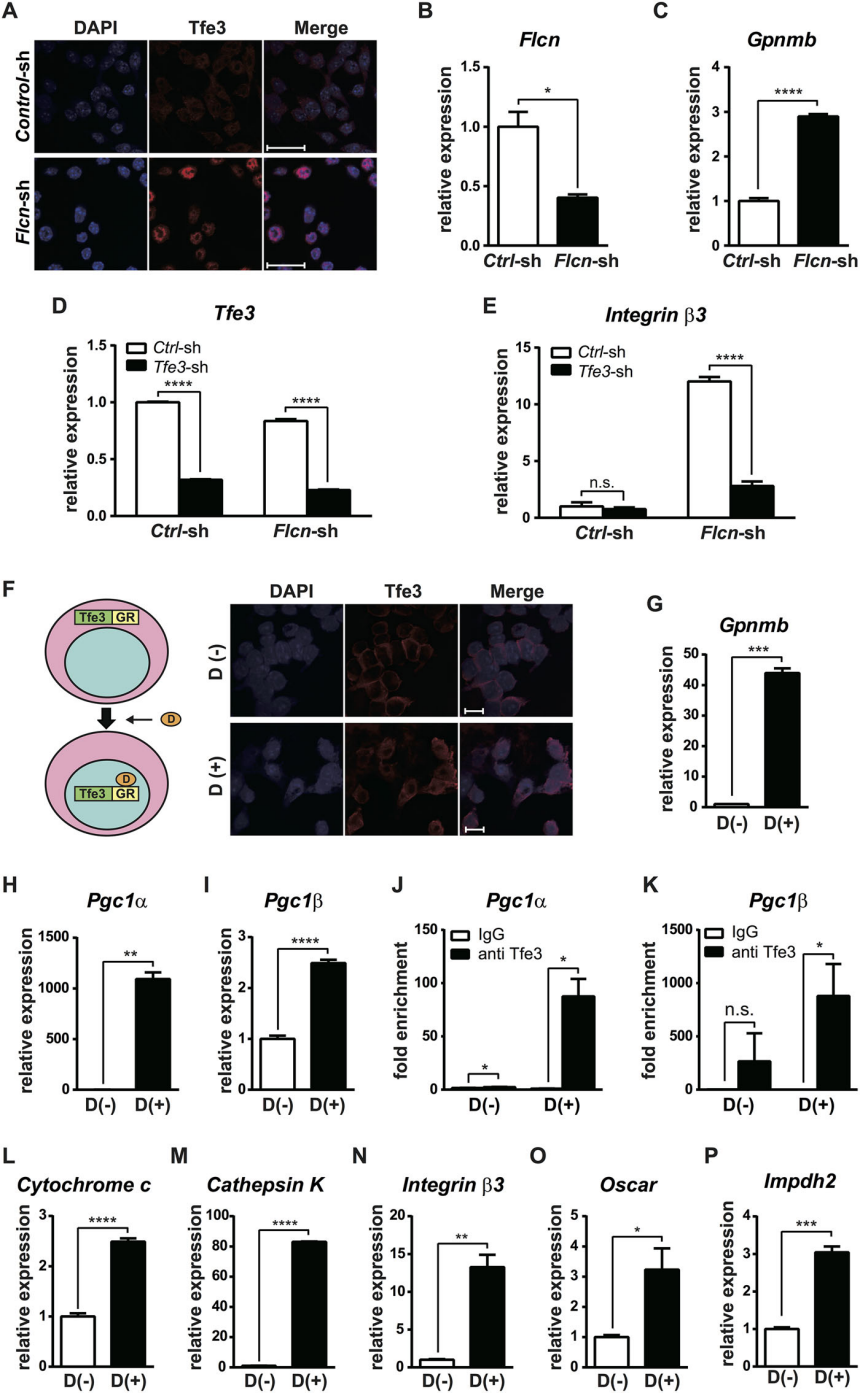
Flcn regulates osteoclastogenesis partly through Tfe3‐Pgc1 axis. (*A*) Immunofluorescent staining of endogenous Tfe3 demonstrated nuclear localization of Tfe3 in shRNA mediated *Flcn* knockdown RAW264.7 cells, whereas control RAW264.7 cells revealed cytoplasmic localization of Tfe3. Blue: DAPI; red: Tfe3. Scale bars = 20 μm. (*B*, *C*) qRT‐PCR on RAW264.7 cell lines stably transfected with *control*‐shRNA vector and *Flcn*‐shRNA vector. Efficient *Flcn* knockdown was confirmed by lower *Flcn* mRNA expression (*B*) and elevated *Gpnmb* mRNA expression (*C*) by qRT‐PCR. (*D*) Flcn targeted or control shRNA encoding lentiviral vectors with puromycin resistance cassette were co‐infected with Tfe3 targeted or control shRNA encoding lentiviral vectors with Blasticidin resistance cassette into RAW264.7 cells in a 12‐well plate. At 24 hours after infection, medium was changed to selection medium containing 10 μg/mL of Puromycin and 6 μg/mL of Blasticidin. After the 48‐hour culture with selection medium, cells were reseeded with MEMα medium and cultured for an additional 72 hours, followed by harvest and qRT‐PCR. Efficient shRNA‐mediated *Tfe3* knockdown was confirmed by qRT‐PCR. (*E*) *Integrin β3* gene expression was quantified on the same samples in Fig. 3 *D*. Additional *Tfe3* knockdown on *Flcn* knockdown RAW264.7 cells significantly suppressed *Integrin β3* expression. (*F*) Immunofluorescent staining with anti‐TFE3 antibody on RAW264.7 cells expressing Tfe3‐GR (Tfe3‐GR#1), which were cultured without dexamethasone or with 100 nM of dexamethasone. Dexamethasone‐dependent forced nuclear translocation of Tfe3‐GR was observed. Blue: DAPI, red: Tfe3. Scale bars = 10 μm. (*G–L*) Tfe3‐GR cells were cultured for 48 hours with or without dexamethasone, followed by gene expression quantification by qRT‐PCR. (*G*) *Gpnmb*, a known transcriptional target gene of Tfe3, was significantly elevated by forced nuclear translocation of Tfe3. (*H*, *I*) *Pgc1α* and *Pgc1β* master transcriptional regulators of mitochondrial biogenesis were significantly elevated by Tfe3 nuclear localization. (*J*, *K*) Tfe3‐GR#1 cells were cultured with or without 100 nM of dexamethasone, followed by chromatin immunoprecipitation (ChIP) with control IgG and anti‐TFE3 antibody. Tfe3 binding to M‐box consensus sequences in the *Pgc1α* gene (*J*) and the *Pgc1β* gene (*K*) were quantified by qPCR on ChIP samples and the fold enrichments relative to the input chromatins were calculated. (*L*) The expression of Cytochrome c, a target gene of Pgc1, was quantified by qRT‐PCR. (*M–O*) qRT‐PCR results indicate that the expression of readout genes for osteoclast differentiation was dramatically induced by forced nuclear translocation of Tfe3 even without RANKL stimulation. (*P*) qRT‐PCR of *Impdh2*, which is a known target of MITF. Data represent means ± SD (triplicate, unpaired *t* test: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Representative data from at least three independent experiments are shown.

### Flcn regulates mitochondrial biogenesis and purine metabolism

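RAW264.7 cells, a mouse macrophage line that forms osteoclasts when given RANKL, were transfected with scramble siRNA or *Flcn* siRNA. RNA was taken 48 hours after a medium change made 24 hours after transfection. *Flcn*, the siRNA target, was lower on the *Flcn* siRNA array at both of its probe sets above the signal filter, with a signal of 145 against 209 (log2 ratio -0.52) at one and 206 against 241 (log2 ratio -0.22) at the other. Neither difference reached the 1.5-fold at which a gene is called lower here. *Gpnmb*, a known target of Tfe3, had a signal of 2500 on the *Flcn* siRNA array and 294 on the scramble siRNA array, a log2 ratio of 3.09, and was at least 4.79-fold higher at its other probe set. Among genes that the paper does not name and whose probe sets above the filter lay on the same side of 0, the highest ratios were those of *Serpinb9b* (3.84-fold), *Il7r*, a cytokine receptor (3.61-fold), *Mroh2a* (at least 3.34-fold), *Mustn1* (3.27-fold), *Ccrl2* (at least 3.09-fold), *Zap70*, a tyrosine kinase (3.08-fold), *Brip1*, a DNA helicase (3.06-fold), *Hs3st2* (3.04-fold), *Susd5* (at least 2.83-fold) and *Krtap3-1* (at least 2.78-fold). The scramble siRNA signals of *Serpinb9b* (14.8), *Mustn1* (13.1) and *Hs3st2* (15.7) lay close to that array's median signal, so that their ratios rest on a weak signal. The signal of *Avil*, an actin-binding protein, was 31.3 on the *Flcn* siRNA array and 414 on the scramble siRNA array, and that of *Car6*, a secreted carbonic anhydrase, was 48.6 and 624. *Col4a1*, a collagen chain, was lower with a log2 ratio of -2.39, *Isg20*, an interferon-stimulated exonuclease, with -2.32, and *Cox6a2*, an isoform of a complex IV subunit, with -2.08, and of these *Col4a1* and *Isg20* had signals of 19.8 and 16.7 on the *Flcn* siRNA array, close to its median. The other genes of the 10 with the lowest ratios were *Sh2d6* (log2 ratio -2.29), *Gbp8* (at least 4.08-fold lower), *Tox2* (-2.00), *Pi16* (-1.95) and *Ifi202b* (-1.85). With only probe sets unique to 1 transcript, *Hs3st2*, *Susd5*, *Tox2* and *Pi16* lay under the median on both arrays. Of 10285 genes above the signal filter, 602 were higher and 568 were lower by 1.5-fold or more on the *Flcn* siRNA array. When each array was divided by its median signal instead, 418 were higher and 807 were lower, so that the higher genes made up 34.1% of both in place of 51.5%. With quantile normalization 552 were higher and 611 were lower, and the higher genes made up 47.5% of both.
Each condition was measured on 1 Affymetrix GeneChip Mouse Genome 430 2.0 array, so no difference has a replicate check, no test was run, and the number of arrays limits the precision. The authors processed the arrays with GCOS 1.0, and the deposited values are linear signal intensities. Their mean after leaving out 2% of probe sets at each end is 100 on both arrays. The median signal was 12.8 on the scramble siRNA array and 13.6 on the *Flcn* siRNA array, and lower signals were raised to that median before a ratio was taken. Each gene is given by its probe set with the highest mean signal, which for *Flcn* is the one with the smaller difference. Where 1 signal lay under the median, the ratio is written as at least N-fold.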

For the purpose of elucidating the molecular mechanism of accelerated osteoclastogenesis in *Flcn*‐deficient cells, we performed comprehensive gene expression profiling. 

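Subunits of the respiratory chain and of ATP synthase stood near the top when 18193 genes were ranked by the difference of their signals, *Flcn* siRNA minus scramble siRNA. The proton-channel subunit *Atp5g3* had a signal of 3767 against 3163 on the scramble siRNA array, the ATP synthase subunit *Atp5j2* had 2508 against 1822, the complex IV subunit *Cox7a2* had 3917 against 3326, and *Cycs*, which encodes cytochrome c, had 3312 against 2947. Of 187 ranked members of an oxidative phosphorylation list, 102 lay among the first 1502 genes, where the running sum of the enrichment analysis reached its highest value, 0.686. This score was 1.79 times the mean positive score of 10000 random lists of the same size, and it lay at the 100th percentile both of those lists and of lists matched on mean signal, as a description of these arrays. Genes of cytosolic ribosomal proteins, which are also abundant, lay toward the other end, with a score of -0.772 for 43 ranked members. The lists of S phase genes, of G2 and M phase genes and of mitochondrial ribosomal proteins lay toward the same end as oxidative phosphorylation, with scores of 0.898, 0.847 and 0.572. Those of S phase and of G2 and M phase also lay at the 100th percentile of random lists. The list of 199 genes was written from general knowledge of the hallmark gene set and was not copied from it. The score was 0.438 with each array divided by its median signal, and 0.350 when genes above the signal filter were ranked by log2 ratio, which is 1.24 and 1.54 times the mean positive score of random lists under the same settings.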

A gene set enrichment analysis (GSEA)^31^ demonstrated a highly significant gene enrichment for an oxidative phosphorylation signature in *Flcn* knockdown cells (Fig. 4 *A*, Supplemental Fig. S1*A*). As shown in Fig. 4 *A*, most genes involved in the oxidative phosphorylation gene set were upregulated in *Flcn*‐deficient cells compared with control cells. 

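Of 182 measured genes of the oxidative phosphorylation list, 137 had a log2 ratio above 0 on the *Flcn* siRNA array and 45 had one below 0. The differences were small, with a median log2 ratio of 0.13, which is 1.09-fold. Of these genes 3 were higher by 1.5-fold or more, *Rhot2*, a GTPase of the outer mitochondrial membrane (2.08-fold), *Idh3a*, a subunit of isocitrate dehydrogenase (1.55-fold), and *Ndufs7*, a complex I subunit (1.52-fold). The lowest log2 ratio among the probe sets of *Idh3a* was 0.12 and among those of *Ndufs7* 0.054. The 2 members that were lower by as much were *Acaa1a*, a thiolase of peroxisomal fatty acid oxidation (log2 ratio -0.85), and *Aldh6a1*, a mitochondrial aldehyde dehydrogenase (log2 ratio -0.84). Among ATP synthase subunits 13 of 15 lay above 0, with a median log2 ratio of 0.17, and the highest were *Atp5j2* (0.46) and *Atp5g1* (0.43), while *Atp5g2* had -0.09. *Mdh2*, which encodes malate dehydrogenase, had log2 ratios of 0.17 and 0.039 at its probe sets, and *Cox5a*, a complex IV subunit, had 0.016, or -0.072 with median scaling, with 0.093 and 0.20 at its other probe sets. In the complex I group 20 of 26 genes lay above 0, in complex III with cytochrome c 9 of 11, and in complex IV 11 of 15. The groups of complexes III and IV hold other genes besides subunits, such as *Hccs* and *Surf1*. The list does not hold *Cox6a2*, which had a log2 ratio of -2.08. Among 49 genes of mitochondrial carriers, import and upkeep, 40 lay above 0, with a median log2 ratio of 0.17. The group with the lowest median was fatty acid oxidation, with 14 of 21 above 0 and a median log2 ratio of 0.07. The median of the whole list lay at the 100th percentile of 10000 random lists matched on mean signal. With each array divided by its median signal, 57.1% of the members lay above 0 and the median log2 ratio was 0.042, while the medians of fatty acid oxidation, the citrate cycle and complex III with cytochrome c lay below 0. The median of the whole list was again at the 100th percentile of matched lists, whose medians had a mean of -0.080 under that scaling. The number of members higher by 1.5-fold or more was 1 with that scaling, 15 with the mean of all probe sets and 7 with only probe sets unique to 1 transcript. With quantile normalization 75.8% of the members lay above 0 and the median log2 ratio was 0.13. From the enrichment of this gene set in Fig. 4A, the paper states that the genes upregulated by *Flcn* deficiency are enriched for this set.

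**Figure D1:**
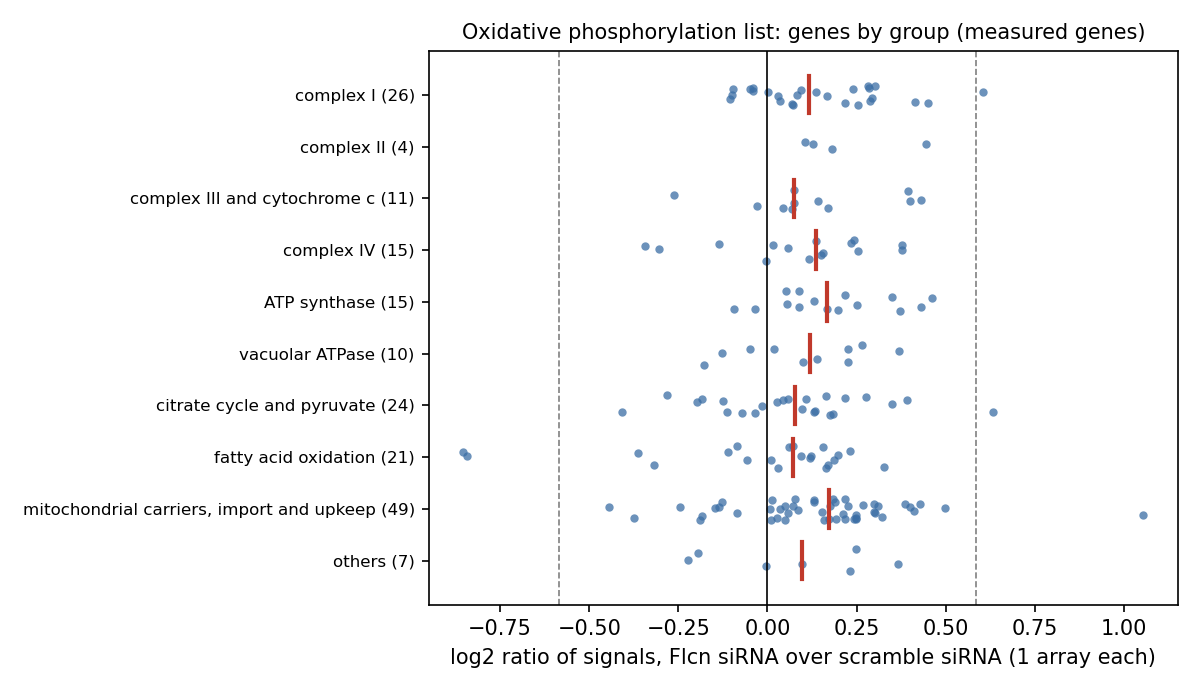
Log2 ratio of the signals, *Flcn* siRNA over scramble siRNA, for each measured gene of the oxidative phosphorylation list, by group, with the number of genes in parentheses. Each point is 1 gene from 1 array per condition, red bars are medians of groups with at least 5 genes, and dashed lines mark 1.5-fold; most points lie between 0 and the right dashed line.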

Gene expression of representative genes was confirmed by qRT‐PCR (Fig. 4 *B–G*). These results are consistent with our previous report that *Flcn* deficiency caused upregulation of *Pgc1α*, a master regulator for mitochondrial biogenesis, resulting in increased mitochondria mass, oxidative phosphorylation, and ATP production in striated muscle, heart, and kidney cancer cell lines.^15^, ^16^ As we have shown in Fig. 3 *H–K*, *Pgc1α* and *Pgc1β* expression is regulated by Tfe3. Indeed, *Pgc1β* expression was significantly higher in *Flcn* knockdown cells, suggesting that it has an important role in the dramatic shift of gene expression toward oxidative phosphorylation (Fig. 4 *H*). To see the physiological outcome of this characteristic gene expression profile, we measured mitochondrial membrane potential by TMRE staining on bone marrow–derived Mac1‐positive cells from *Flcnf/f* control mice and *Flcnf/f*, *Mx1‐Cre* mice at 2 weeks after pIpC injection. Indeed, the mitochondrial membrane potential was significantly higher in *Flcn* KO Mac1+ cells. (Fig. 4 *I–K*). In addition to oxidative phosphorylation, GSEA demonstrated significant gene enrichment for purine metabolism in *Flcn* knockdown RAW264.7 cells (Fig. 4 *L*, Supplemental Fig. S1*B*). 

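By difference of signals, the highest members of the purine metabolism list were *Nme1*, a nucleoside diphosphate kinase, with a signal of 2441 against 1838 on the scramble siRNA array, *Rrm2* and *Rrm1*, the subunits of ribonucleotide reductase, with 1112 against 541 and 932 against 468, *Aprt*, an enzyme of purine salvage, with 2135 against 1816, and the phosphodiesterase *Pde2a*, with 1049 against 768. Lower in the ranking, *Prps2*, which makes the ribose donor PRPP, had 500 against 294, and *Gart* and *Pfas*, enzymes of de novo purine synthesis, had 341 against 211 and 253 against 135. Of 140 ranked members of the list, 34 lay among the first 1167 genes, where the score reached 0.623. This was 1.56 times the mean positive score of 10000 random lists, at the 99.9th percentile of those lists. The list of 154 genes was written from general knowledge of the KEGG set and was not copied from it. The probe sets of *Gart* above the filter disagreed, with log2 ratios from -0.64 to 1.01. Without weighting by the size of the difference the score was 0.210, or 2.87 times the mean positive score of random lists scored without weighting. With each array divided by its median signal the score was 0.482, or 1.31 times the mean positive score of random lists under that scaling. With the Reactome purine list the score was 0.636, or 1.28 times, at the 92.7th percentile of random lists.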

Many genes listed in the purine metabolism gene set, including *Rrm2*, *Ak2*, and *Impdh2*, were upregulated in *Flcn*‐deficient cells (Fig. 4 *M–O*). These results strongly suggest the importance of metabolic regulation directed by *Flcn* in osteoclastogenesis.

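On the arrays, 71 of 103 measured genes of the purine metabolism list had a log2 ratio above 0, and the median was 0.09. Of these genes 15 were higher and 4 were lower by 1.5-fold or more. *Rrm2*, the small subunit of ribonucleotide reductase, was higher at each of its 3 probe sets, with log2 ratios of 1.04, 1.19 and 1.59. Its p53-induced relative *Rrm2b* had a log2 ratio of -0.62, and its probe sets ranged from -0.76 to 0.22. At the probe sets used, the 12 measured genes of de novo synthesis lay above 0, with a median log2 ratio of 0.14 at the 94.3rd percentile of matched lists, and 3 of them were higher by 1.5-fold or more. Of these genes *Atic* and *Adss* lay below 0 with median scaling, and *Gart*, *Gmps* and *Paics* had other probe sets below 0. Among 13 genes of DNA polymerases and primases 12 lay above 0, among them *Pold2*, *Pold3* and *Pole4*, which lay below 0 with median scaling, and the median log2 ratio was 0.58. *Pold1*, the catalytic subunit of DNA polymerase delta, was 1.85-fold higher. Nucleotidases, which remove phosphate from nucleotides, had 4 of 11 members above 0. The highest member was the phosphodiesterase *Pde4b* (2.15-fold, with a log2 ratio of 0.14 at its lowest probe set), and the lowest were *Papss1* (log2 ratio -0.71) and the phosphodiesterase *Pde4d* (-0.65, with 0.41 at its other probe set). Of the 15 genes higher by 1.5-fold or more, 8 act in DNA replication or the cell cycle. The other genes the paper names from this set are not analysed here. The median of the list lay at the 99.6th percentile of 10000 random lists matched on mean signal, but at the 62.5th percentile with no signal filter and at the 93.2nd percentile with the Reactome purine list. With each array divided by its median signal, 50.5% of the members lay above 0 and the median log2 ratio was 0.0022. That median lay at the 99.55th percentile of matched lists under the same scaling, which lowers other genes as well. With quantile normalization 68.9% of the members lay above 0 and the median log2 ratio was 0.095.

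**Figure D2:**
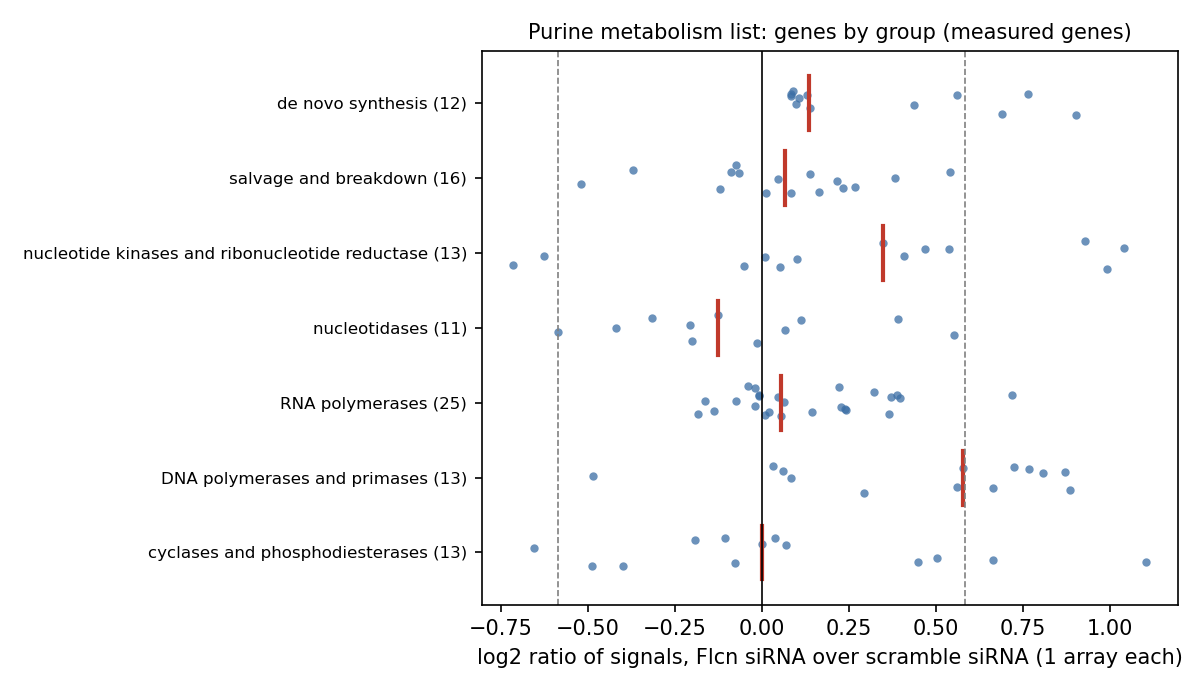
Log2 ratio of the signals, *Flcn* siRNA over scramble siRNA, for each measured gene of the purine metabolism list, by group, with the number of genes in parentheses. Each point is 1 gene from 1 array per condition, red bars are group medians, and dashed lines mark 1.5-fold; the bar of the DNA polymerases and primases, at 0.58, lies farthest to the right.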

**Figure 4:**
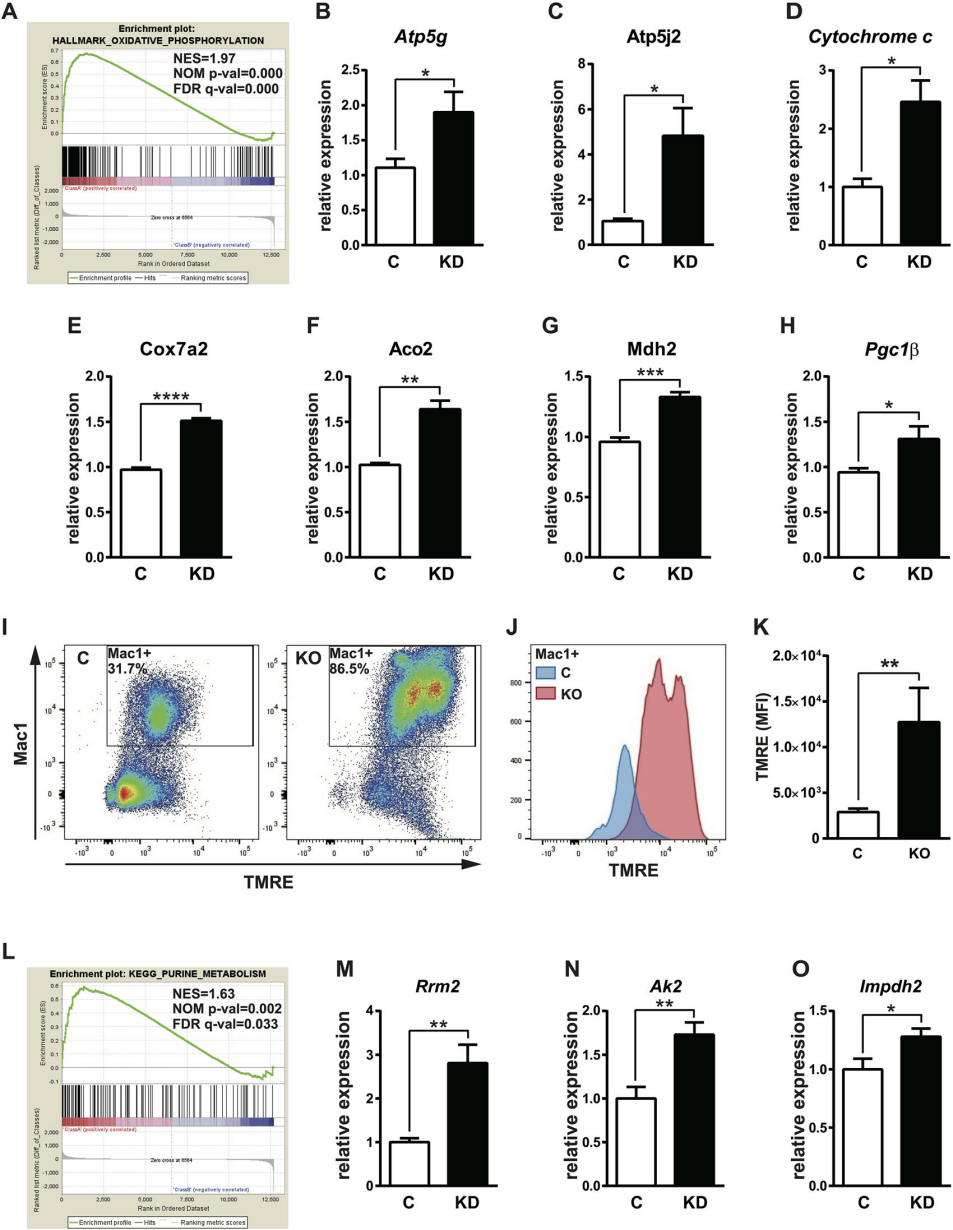
Significant metabolic changes in *Flcn*‐deficient osteoclast precursors. (*A*) Enrichment plots of gene set enrichment analysis (GSEA) (HALLMARK_OXIDATIVE_PHOSPHORYLATION: normalized enrichment score [NES] = 1.97, normalized *p* value [NOM p‐val] = 0.000, false discovery rate *q* value [FDR q‐val] = 0.000) Affymetrix GeneChip mediated comprehensive gene expression profiling was performed on RAW264.7 cells transfected with scramble siRNA or *Flcn* targeted siRNA. GSEA demonstrated that upregulated genes in *Flcn*‐deficient cells were significantly enriched in the oxidative phosphorylation gene set signature. (*B–G*) qRT‐PCR analysis of representative genes from the oxidative phosphorylation signature on RAW264.7 cells transfected with scramble siRNA (C) or *Flcn* targeted siRNA (KD). (*H*) The expression of *Pgc1β*, a master regulator for mitochondrial biogenesis in osteoclastogenesis, was significantly elevated in *Flcn* knockdown cells. Data represent means ± SD (triplicate, unpaired *t* test: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Representative data from three independent experiments are shown. (*I–K*) Mitochondrial membrane potential was measured by tetramethylrhodamine methyl ester (TMRM) staining of bone marrow cells from *Flcn* WT and KO mice at 14 days after pIpC injection. (*I*) Representative flow cytometry of Mac1 × TMRE. (*J*, *K*) Mean fluorescence intensity of TMRE in Mac1+ cells was measured and shown in a bar graph. Data are presented as mean with SD (*n* = 4 for WT and KO, unpaired *t* test: **p < 0.01). (*L*) Another significant enrichment plot by GSEA revealed significant positive correlation between upregulated genes in *Flcn*‐deficient RAW264.7 cells and the purine metabolism signature gene set. (KEGG_PURINE_METABOLISM: NES = 0.63, NOM p‐val = 0.002, FDR q‐val = 0.033). (*M–O*) qRT‐PCR analysis of representative genes from the purine metabolism signature on RAW264.7 cells transfected with scramble siRNA (C) or *Flcn* targeted siRNA (KD). (*M*) *Rrm2*, (*N*) *Ak2*, (*O*) *Impdh2*. Data represent means ± SD (triplicate, unpaired *t* test: *p < 0.05, **p < 0.01). Representative data from three independent experiments are shown.

### Regulation of nucleotide production and purinergic signaling loop by Flcn

To clarify the significance of this Flcn‐mediated metabolic regulation, we performed a metabolomics analysis on RAW264.7 cells by CE‐TOF MS.^25^ We compared quantitative metabolome profiling of *Flcn* knockdown and control RAW264.7 cells stimulated with RANKL at a concentration of 40 ng/mL for 48 hours. As we previously observed in skeletal muscle,^15^ loss of *Flcn* caused significant elevation of metabolites in the oxidative phosphorylation and the pentose phosphate pathways, which is represented by Ru5P and PRPP (Fig. 5). This metabolic change was accompanied by increased nucleotide production as observed by dramatic elevation of inosine monophosphate (IMP), from which adenine and guanine nucleotides are subsequently formed (Fig. 5). Among these purine metabolites, adenosine was prominently elevated in *Flcn* knockdown RANKL‐stimulated RAW264.7 cells (Fig. 5). Because adenosine, ADP, and ATP could work as signaling molecules to stimulate purinergic receptors (Fig. 6 *A*) and activate intracellular signaling pathways including cyclic AMP production, PI3K pathway, MAP kinase pathway, and calcium signaling,^32^, ^33^, ^34^, ^35^ we hypothesized that increased purinergic signaling had an essential role in enhanced osteoclastogenesis of *Flcn*‐deficient osteoclast precursors. The purinergic receptor P2rx7 is involved in controlled ATP release to the extracellular space and has an important role in physiological osteoclast differentiation.^36^, ^37^, ^38^, ^39^ *P2rx7* mRNA expression was significantly higher in RANKL‐stimulated *Flcn*‐deficient cells (Fig. 6 *B*). The hemichannel Pannexin1 (Panx1) is known to be responsible for P2rx7‐mediated controlled ATP release.^40^ *Panx1* mRNA expression was also significantly higher in *Flcn*‐deficient cells (Fig. 6 *C*). Released ATP is sequentially dephosphorylated by cell surface ectonucleotidases CD39 and CD73 and can stimulate adenosine receptors, which are G‐protein‐coupled receptors.^41^, ^42^, ^43^ Adenosine is transported across the plasma membrane through the nucleoside transporter ENT1 and utilized for nucleotide production (Fig. 6 *A*). Importantly, all of these players in the purinergic molecule–mediated signaling loop were expressed at significantly higher levels in *Flcn*‐deficient cells (Fig. 6 *B–F*). In addition, the expression of adenosine receptor *Adora2a* was also higher in *Flcn*‐deficient cells (Fig. 6 *G*). These results suggest a novel mechanism for regulation of the purinergic signaling loop by Flcn through increased nucleotide production and purine metabolism. Significant elevation of cAMP level in *Flcn*‐deficient RAW264.7 cells supports this idea (Fig. 6 *H*). To further investigate the role of a purinergic signaling loop for accelerated osteoclastogenesis in *Flcn‐*deficient cells, we cultured *Flcn* knockdown and control RAW264.7 cells with the conditioned medium collected from *Flcn* knockdown and control RAW264.7 cell culture (Fig. 6 *I*). As shown in Fig. 6 *J–M*, the conditioned medium from *Flcn*‐deficient cells enhanced osteoclastogenesis in *Flcn*‐intact cells. Furthermore, the enhancement of osteoclastogenesis by the conditioned medium from *Flcn*‐deficient cells was more significant in *Flcn* knockdown cells, (Fig. 6 *J–M*), which is consistent with the increased gene expression of purinergic signaling molecules in *Flcn*‐deficient cells (Fig. 6 *A–H*). Next, we stimulated *Flcn* knockdown and control RAW264.7 cells with an adenosine analog CV1808 and quantified the expression of readout genes for osteoclastogenesis. Consistent with the conditioned medium experiment, CV1808 increased the expression of osteoclastogenesis markers in *Flcn*‐intact cells as well as *Flcn*‐deficient cells (Fig. 6 *N–Q*). Importantly, *Flcn*‐deficient cells showed higher sensitivity to CV1808, which is also consistent with the increased gene expression of purinergic signaling molecules in *Flcn‐*deficient cells (Fig. 6 *A–H*).

**Figure 5:**
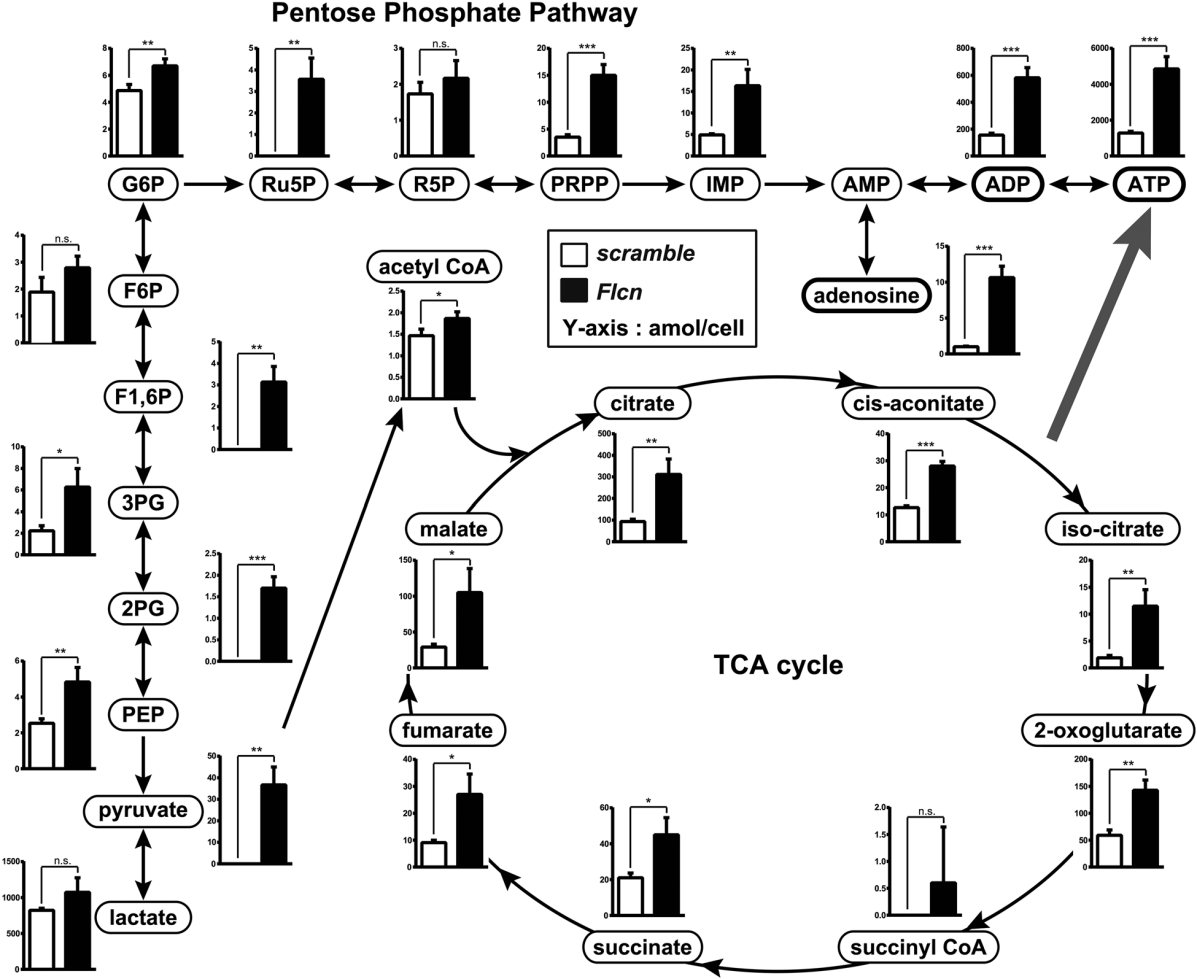
Upregulated nucleotide production and oxidative phosphorylation in *Flcn*‐deficient osteoclast precursors. Comprehensive metabolome analysis was performed on siRNA transfected Raw264.7 cells by CE‐TOF/MS. Cells were transfected with siRNA followed by RANKL stimulation (40 ng/mL) after 24 hours of transfection and harvested after an additional 48 hours of culture. Amount of each metabolite was adjusted by cell number. Open bars indicate data of scramble siRNA transfected cells and closed bars indicate *Flcn* targeted siRNA transfected cells. Y axis indicates amol/cell. Data represent means ± SD (*n* = 3, unpaired *t* test: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Metabolites, including PRPP, which are produced by pentose phosphate pathway, were elevated in *Flcn*‐deficient cells. Purine nucleotides and adenosine were dramatically elevated in *Flcn*‐deficient cells.

**Figure 6:**
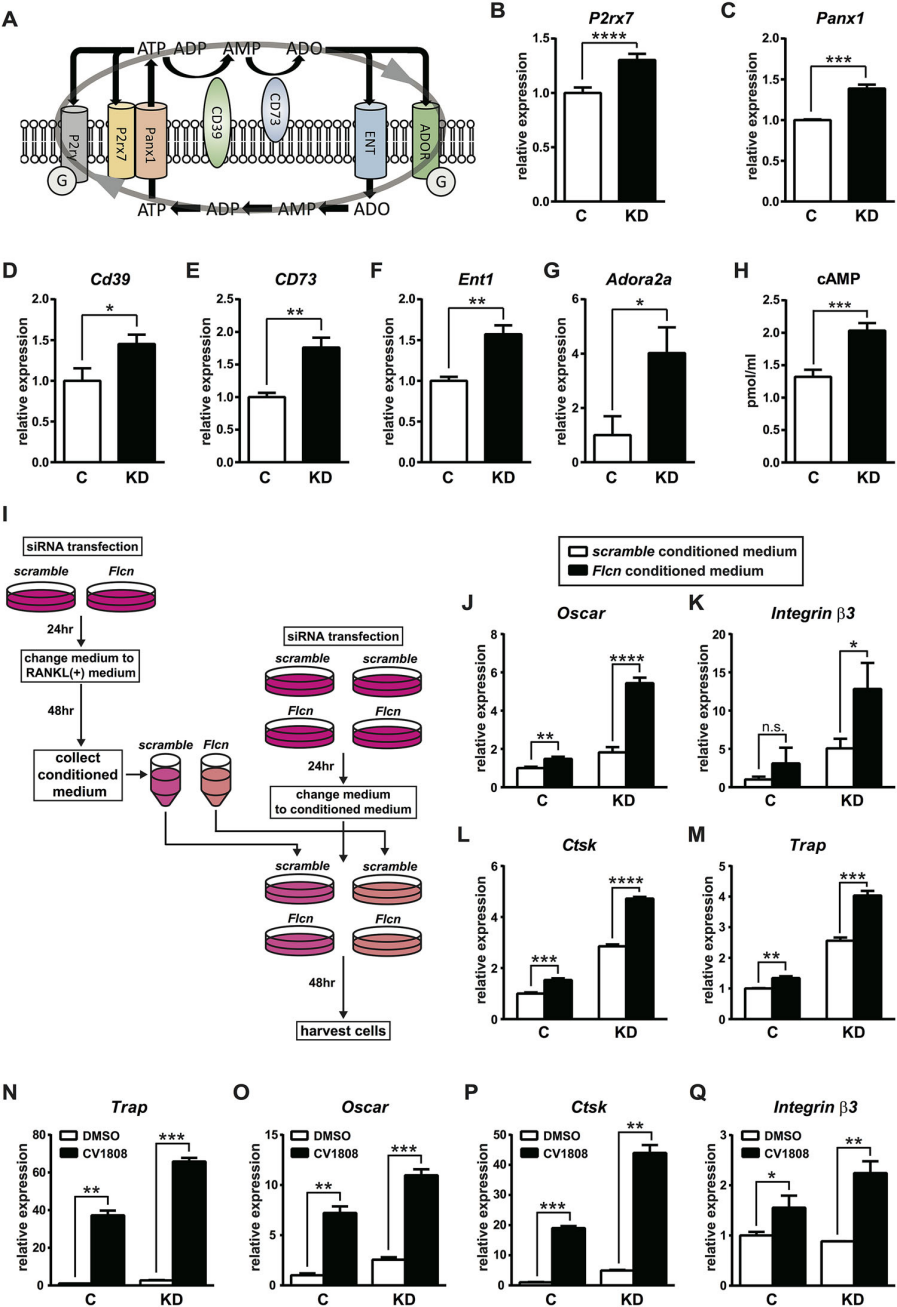
Regulation of nucleotide production and purinergic signaling loop by Flcn. (*A*) A scheme showing the purinergic signaling loop, which consists of controlled ATP release, extracellular metabolism of purine nucleotides by ectonucleotidases (CD39, CD73), stimulation of purinergic receptors by ATP and adenosine, and import of adenosine by ENT. (*B–G*) Gene expression was quantified by qRT‐PCR on siRNA transfected RAW264.7 cells cultured under the same condition as the metabolomics analysis in Fig. 5. The molecules involved in this purinergic signaling loop were expressed at significantly higher levels in *Flcn* knockdown cells. (*H*) The cellular cAMP level was quantified in siRNA transfected RAW264.7 cells, which were cultured under the same condition as *B–G*. (*I*) A scheme showing the conditioned medium experiment. (*J–M*) Conditioned medium from RAW264.7 cells transfected with scramble siRNA or *Flcn* targeted siRNA was collected. Then experimental RAW264.7 cells transfected with scramble siRNA or *Flcn* targeted siRNA were cultured with these conditioned medium for 48 hours, followed by qRT‐PCR analysis to quantify expression levels of osteoclastogenesis marker genes. (*N–Q*) RAW264.7 cells transfected with scramble siRNA or *Flcn* siRNA followed by 24‐hour incubation and additional 48‐hour incubation with 40 ng/mL of RANKL and DMSO or 50 μM of CV1808 (an Adora2 agonist). The expression levels of readout genes for osteoclastogenesis were quantified by qRT‐PCR. Data represent means ± SD (triplicate, unpaired *t* test: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Representative data from at least three independent experiments are shown.

### Flcn regulates osteoclastogenesis through a purinergic signaling loop

To further evaluate the role of this ATP‐mediated purinergic signaling loop in accelerated osteoclastogenesis under *Flcn* deficiency, we treated RANKL‐stimulated RAW264.7 cells with specific inhibitors for each of these molecules to block this purinergic signaling loop. Inhibition of ATP production by the mitochondrial uncoupler FCCP significantly suppressed *Integrin β3* and *Oscar* expression in *Flcn* knockdown cells (Fig. 7 *A*, *B*). The physiological significance of elevated intracellular ATP levels and increased *P2rx7* expression for osteoclastogenesis in *Flcn*‐deficient cells was evaluated by the P2rx7‐specific inhibitor oATP. Importantly, oATP treatment specifically suppressed expression of readout genes for osteoclast differentiation in *Flcn*‐deficient cells (Fig. 7 *C*, *D*). Panx1 is known to interact with P2rx7 and has a role in controlled ATP release to the extracellular space. Importantly, the Panx1 inhibitor Mefloquine significantly suppressed *Integrin β3* and *Oscar* expression in RANKL‐stimulated *Flcn*‐deficient cells (Fig. 7 *E*, *F*). Exported ATP is eventually converted to adenosine by Cd39 and Cd73 and can stimulate adenosine receptors.^41^, ^42^, ^43^ Addition of adenosine deaminase (ADA) to culture media catalyzes conversion of adenosine to inosine and reduces extracellular adenosine levels. In fact, ADA treatment significantly suppressed *Integrin β3* and *Oscar* expression in RANKL‐stimulated *Flcn*‐deficient cells (Fig. 7 *G*, *H*). Furthermore, we tested the effect of these drugs in an in vitro osteoclast differentiation assay. *Flcn* knockdown RAW264.7 cells differentiated into osteoclasts more effectively compared with control siRNA transfected cells (Fig. 7 *I*, *J*). However, osteoclast differentiation of *Flcn*‐deficient cells was significantly suppressed by treatment with FCCP, oATP, Mefloquine, and ADA (Fig. 7 *K–O*). These results strongly support the idea that Flcn modulates osteoclast differentiation through regulation of the purinergic signaling loop in osteoclast precursor cells.

**Figure 7:**
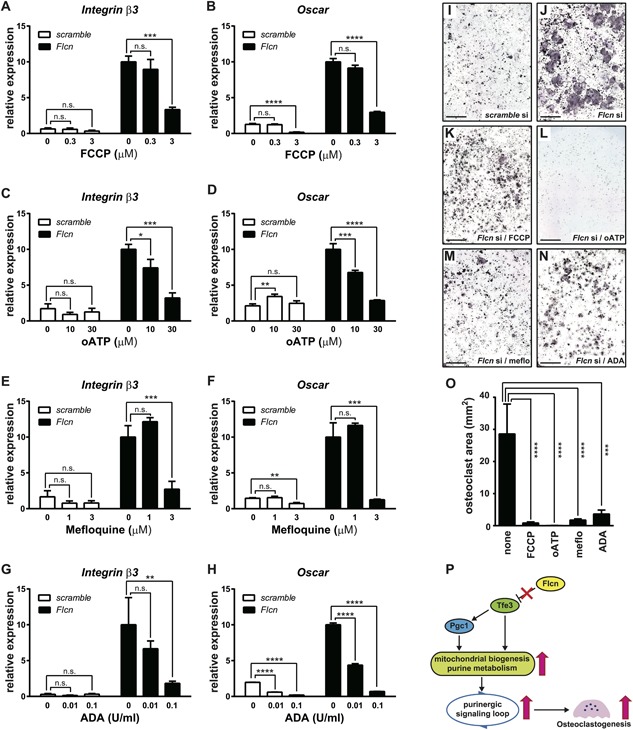
Flcn regulates osteoclastogenesis through a purinergic signaling loop. (A‐H) RAW264.7 cells transfected with scramble siRNA or *Flcn* siRNA followed by 24hr incubation and additional 48 hr incubation with RANKL stimulation at 40 ng/ml were treated with specific inhibitors for each molecule to block the purinergic signaling loop. The gene expression of readout genes for osteoclastogenesis, *Integrin β3* and *Oscar*, was quantified by qRT‐PCR to see the effect of purinergic signaling inhibitors on osteoclastogenesis. Cells were treated as follows. (*A*, *B*) FCCP to block mitochondrial ATP production; (*C*, *D*) oATP to inhibit P2rx7; (*E*, *F*) Mefloquine to block controlled ATP release by Panx1, which cooperates with P2rx7; (*G*, *H*) adenosine deaminase (ADA) to reduce extracellular adenosine. Data represent means ± SD (triplicate, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Representative data from at least three independent experiments are shown. (*I–N*) TRAP staining of RAW264.7 cells transfected with *Flcn* siRNA or scrambled siRNA followed by RANKL stimulation at 40 ng/mL for 96 hours with inhibitors of purinergic signaling loop. Osteoclastogenesis in *Flcn* knockdown RAW264.7 cells was significantly enhanced relative to controls (*I*, *J*, Fig. 2 *C*), and was inhibited by 3 μM of FCCP (*K*), 100 μM of oATP (*L*), 5 μM of Mefloquine (*M*), or 0.02 U/mL of ADA (*N*). Scale bars = 2 mm. (*O*) The area of multinucleated TRAP‐positive osteoclasts for each treatment is shown. Significant reduction of osteoclast area by the inhibitors for purinergic signaling loop was observed. Data represent means ± SD (triplicate, ***p < 0.001, ****p < 0.0001). Representative data from at least three independent experiments are shown. Scale bars = 2 mm. (*P*) A proposed model for metabolism‐mediated regulation of osteoclastogenesis by Flcn.

## Discussion

In this work, we have demonstrated that Flcn has an essential role in the regulation of osteoclastogenesis. The induction of *Flcn* knockout in mouse bone marrow caused accelerated osteoclastogenesis, resulting in excess bone absorption and severe osteoporosis within 3 weeks. Omics analysis revealed dramatic metabolic changes in *Flcn*‐deficient pre‐osteoclasts with the activation of a purinergic signaling loop, which is responsible for accelerated osteoclastogenesis in *Flcn*‐deficient osteoclast precursors.

We and others have previously reported that Flcn regulates transcriptional activity of Tfe3 by controlling its subcellular localization.^20^, ^21^, ^28^ The elevated expression of *Integrin β3* in *Flcn*‐deficient osteoclast precursors was restored to near normal levels by additional *Tfe3* knockdown. Moreover, forced nuclear localization of Tfe3 itself induced *Pgc1α* and *Pgc1β* expression in *Flcn*‐intact cells. Furthermore, we confirmed that Tfe3 directly bound to the M‐box consensus sequences in promoter region of *Pgc1α* and *Pgc1β* by ChIP‐qPCR. These data underscore the importance of the Flcn‐Tfe3‐Pgc1 axis in the regulation of osteoclastogenesis through controlling metabolism. Indeed, comprehensive gene expression profiling revealed highly significant enrichment of oxidative phosphorylation genes in *Flcn*‐deficient osteoclast precursors. Osteoclasts are energy‐demanding cells and contain abundant mitochondria to produce ATP. During osteoclastogenesis, the metabolic state shifts toward a more oxidative state, accompanied by induction of *Pgc1β* expression and increased mitochondrial biogenesis.^1^, ^2^ Here, we have discovered an upstream regulatory signaling pathway for metabolic reprogramming that underscores the importance of the Flcn‐Tfe3‐Pgc1 axis for osteoclastogenesis.

Moreover, we found that genes involved in purine metabolism are significantly upregulated in *Flcn*‐deficient pre‐osteoclasts. qRT‐PCR showed upregulation of genes involved in nucleic acid metabolism, including *Rrm2*, *Ak2*, and *Impdh2*. Specifically, Impdh2 is the rate‐limiting enzyme for purine metabolism and has an essential role for HSC proliferation under stress conditions as a downstream effector of the p38‐MITF axis.^30^ Because Tfe3 belongs to the MITF family, it is reasonable that Impdh2 is upregulated in *Flcn*‐deficient cells through the activation of Tfe3. In fact, we confirmed *Impdh2* induction by forced Tfe3 nuclear localization (Fig. 3 *P*). These data further support the idea that the Flcn‐Tfe3 axis regulates purine metabolism toward osteoclastogenesis. The detailed mechanism of TFE3‐mediated regulation of purine metabolism awaits future investigation.

The unique alterations in gene expression profiling found in *Flcn*‐deficient cells were significantly reflected in the metabolome profiling. Dramatic elevation of purinergic metabolites including ATP, ADP, and adenosine was observed in *Flcn*‐deficient RANKL‐stimulated pre‐osteoclasts. This unique metabolome profile can be caused by the simultaneous activation of the pentose phosphate pathway and oxidative phosphorylation. These purinergic metabolites are continuously recycled by phosphorylation and dephosphorylation intracellularly and extracellularly. Controlled ATP release is mediated by the ATP receptor P2RX7 and a hemichannel PANX1.^44^ The released ATP can stimulate ATP receptors or is dephosphorylated to adenosine by cell surface ectonucleotidases, CD39 and CD73. Then, extracellular adenosine can stimulate adenosine receptors or be imported through transporters, ENTs, and CNTs.^36^, ^41^, ^42^, ^43^ This purinergic signaling loop can activate intracellular signaling pathways, including the PI3K pathway, MAPK pathway, and Ca2+ signaling. Indeed, the players involved in this purinergic signaling loop, *Panx1*, *P2rx7*, *Cd39*, *Cd73*, *Ent1*, and *Adora2a*, were all upregulated in *Flcn*‐deficient pre‐osteoclasts (Fig. 6 *B–G*). The blockage of this purinergic signaling loop by a variety of drugs targeting each molecule could efficiently inhibit accelerated osteoclastogenesis in *Flcn*‐deficient osteoclast precursors (Fig. 7 *A–O*). Taken together, loss of Flcn function alters the gene expression signatures of purine metabolism and oxidative phosphorylation through the Flcn‐Tfe3‐Pgc1 axis, leading to an accelerated purinergic signaling loop and enhanced osteoclastogenesis (Fig. 6 *P*).

In this study, we have shown that Flcn regulates osteoclastogenesis through a purinergic signaling loop. Many purinergic receptors may converge downstream through mutual signaling interactions.^34^, ^41^, ^43^ Identification of the critical purinergic receptors involved in the accelerated osteoclastogenesis under *Flcn* deficiency should be addressed in the future to characterize this newly identified Flcn role in purinergic regulation.

Although a critical role for purinergic signaling itself in osteoclastogenesis has been suggested,^45^, ^46^, ^47^ the upstream regulation mechanism for purinergic signaling in osteoclastogenesis has not been clarified. In this study, we have demonstrated a role for the Flcn‐Tfe3 axis in the upstream regulation of purinergic signaling in osteoclastogenesis. We have uncovered a novel molecular mechanism to control osteoclastogenesis through the metabolic reprogramming of oxidative phosphorylation and purine metabolism in the mouse system that could form the basis for development of innovative therapeutics for human diseases of abnormal bone metabolism. In addition, our new findings present a new paradigm of purinergic signaling in broader physiological events. Identification and clarification of the upstream signaling that regulates FLCN function and development of drugs to control FLCN function could be the next step toward the translational application of our findings.

## Disclosures

All authors state that they have no conflicts of interest.

## Supporting information

Supporting Data S1. Click here for additional data file.

Supporting Figure S1. Click here for additional data file.

# Supplementary material for: Folliculin Regulates Osteoclastogenesis Through Metabolic Regulation
**Source:** J Bone Miner Res. 2018 Jun 26;33(10):1785–98. doi: 10.1002/jbmr.3477
**Supplement:** Supplementary file 1 — Supporting Data S1.

**Supplemental Table 1 primer sequences for qRT-PCR**

**Supplemental Table 2 primer sequences for ChIP-qPCR**

| Gene |  | Sequence |
| --- | --- | --- |
| Pgc1α | Forward | tccactctgacacacagcacac |
|  | Reverse | agtgacagcccagcctactttt |
| Pgc1β | Forward | ctgcaaagctcctggtatcaattac |
|  | Reverse | agcagaagcagtgcagtgaaag |

**Figure legends for Supplemental Figure 1**

**Supplemental Figure Significant metabolic changes in *Flcn* deficient osteoclast precursors.**

(A) Heat map of gene ranking within an oxidative phosphorylation signature (HALLMARK_OXIDATIVE_PHOSPHORYLATION). Red indicates higher expression and blue indicates lower expression in *Flcn* knockdown RAW264.7 cells. (B) Heat map of gene ranking within a purine metabolism signature (KEGG_PURINE_METABOLISM). Red indicates higher expression and blue indicates lower expression in *Flcn* knockdown RAW264.7 cells.

How the deposited data were processed for this re-analysis (not part of the article)

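RNA of RAW264.7 cells transfected with scramble siRNA or *Flcn* siRNA was measured on Affymetrix Mouse Genome 430 2.0 GeneChips, with 1 array per condition. The cells were grown in medium with 10% FCS, and neither the methods paragraph on the arrays nor the sample labels name RANKL. The authors processed the arrays with GCOS 1.0 and deposited 1 linear signal intensity per probe set and array, with no detection calls in the table used here. The scaling target and other GCOS settings are not given in the sources used here. In the table, the mean signal after leaving out 2% of the probe sets at each end is 100 on both arrays, and a signal of 0 occurs on both.

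The table holds 45101 probe sets, 64 of them controls. Genes were named through a platform annotation, in which 34958 probe sets have 1 gene, 932 have several genes and 9211 are not listed. Of the probe sets with 1 gene, 34754 had an Entrez ID in the RefSeq gene table of GRCm38.p6, which was used for symbols. Control probe sets, unlisted probe sets and those with several genes were left out, which leaves 18193 genes. Some genes that the paper names are not analysed here. Each gene was given by the probe set with the highest geometric mean signal. Signals under the array's median, 12.8 with scramble siRNA and 13.6 with *Flcn* siRNA, were raised to it, and the log2 ratio of *Flcn* siRNA over scramble siRNA was taken. Genes with a geometric mean signal of at least 13.2 passed the signal filter, which kept 10285 genes. A gene was called higher or lower by size alone, at 1.5-fold or more. With 1 array per condition no p-value was computed, and the number of arrays limits the precision. As a measure of technical spread, which is no replicate error, the SD of the log2 ratio between probe sets of 1 gene had a median of 0.19 over 5034 genes with at least 2 probe sets above the filter. Hybridisation controls had a median log2 ratio of -0.13 over 18 probe sets. The ratio of 3' to 5' signal was 1.44 and 1.34 for actin and 0.846 and 0.797 for Gapdh control probe sets with scramble and *Flcn* siRNA.

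Before the data were examined, 25 gene lists were written, which cover oxidative phosphorylation, purine metabolism, the purinergic loop, purinergic receptors, TFE3 targets, osteoclast and macrophage genes, interferon-stimulated and inflammatory genes, S phase, G2 and M phase, cytosolic and mitochondrial ribosomes, proteasome, glycolysis, pentose phosphate pathway, cholesterol synthesis, the unfolded protein response, 6 other cell lineages and reference genes. The lists for oxidative phosphorylation and purine metabolism come from general knowledge of the hallmark and KEGG sets and differ from them. The median log2 ratio of each list or group with at least 5 measured genes was set against 10000 random lists of the same size, matched on mean signal in 20 bins, and its percentile describes these arrays only. Reactome pathways with 15 to 300 measured genes were ranked by the distance of their median from that of matched random lists. The enrichment score was the running sum of GSEA with weight 1 over all named genes, without floor or filter, ranked by the difference of the signals, which is the metric shown in Fig. 4A and L. It was divided by the mean positive score of 10000 random lists. The genes named in the text are those whose mRNA the paper names, the 10 highest and 10 lowest other genes above the filter whose probe sets above the filter all lie on the same side of 0 and whose name is not provisional, and, where a list is described, some of its 3 highest and 3 lowest measured members. Other members are named as examples of their group and were chosen after their values were seen.

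The alternatives were median scaling, quantile normalization, the mean of all probe sets, the highest probe set on each array, only probe sets unique to 1 transcript, no floor or a floor at the 25th percentile, no filter or a filter at the 75th percentile, other ranking metrics and weights for the score, and other versions of both main lists. A list median was taken to have moved when it differed by more than 1 SD of the matched random medians, a gene when it differed by more than the median SD between probe sets, a share when it left its 95% Wilson interval, and a score when it differed by more than 0.1.

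The functions were tested on simulated data, in which a second array was made from the scramble siRNA array with random noise and 200 genes were changed by known factors. Over 10451 genes above the filter, 48 of 50 genes raised 2-fold and 50 of 50 raised 4-fold were recovered at 1.5-fold, and 46 of 50 lowered to 0.5 and 45 of 50 lowered to 0.25 of their signal. Of genes left unchanged, 5.60% passed 1.5-fold. Of 100 lists of unchanged genes, 5 lay outside the middle 95% of random lists, and of 100 lists shifted by 0.13 on the log2 scale, 92 lay above it. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.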

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

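The tests of G2 and M phase genes, of the inflammation list and of the numbers of cultures and siRNA sequences were chosen after the results were seen. The groups below lie outside those the paper discusses. They stood out because the list's median lay in the outer 0.5% of matched random lists and differed from 0 by at least 0.2 on the log2 scale. None has a replicate check.

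Genes of S phase and DNA replication were higher on the *Flcn* siRNA array, with 49 of 49 measured genes above 0, 32 of them by 1.5-fold or more, and a median log2 ratio of 0.67. *Brip1* was 3.06-fold, the thymidine kinase *Tk1* 2.18-fold higher. Genes of G2 and M phase had a median of 0.34. The choice among the 3 scalings run is argued against, since the lowest S phase median over them was 0.58. Median scaling lowers every log2 ratio by the same small amount, so a larger scaling error was not tested. Probe sets shared between genes are also argued against, since unique probe sets gave 0.68. A larger share of cycling cells in the *Flcn* siRNA culture stays open, because 96.2% of the G2 and M phase genes lay above 0 but this was already seen when the test was set, and a difference between the 2 cultures other than the siRNA target cannot be told apart from the knockdown with 1 array per condition.

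Interferon-stimulated genes were lower on the *Flcn* siRNA array, with 18 of 32 measured genes lower by 1.5-fold or more and a median log2 ratio of -0.70, which was -0.42 with no signal filter and -0.54 with unique probe sets or the mean of all probe sets. *Isg20* had a log2 ratio of -2.32, *Rtp4* -1.54 and the RNA sensor *Dhx58* -1.47, while *Ifit2* was 1.98-fold higher. Among Reactome pathways the medians were smaller and none met the rule above, with -0.10 over 71 genes of interferon signaling, -0.14 over 48 genes of interferon gamma signaling and -0.077 over 19 genes of the antiviral mechanism by interferon-stimulated genes. Interferon signaling and interferon gamma signaling lay at the 0.325th and 0.19th percentiles of matched lists and missed the rule by size alone. The antiviral mechanism lay at the 10.96th percentile. The choice among the 3 scalings run is argued against, since the highest median over them was also -0.70. Median scaling lowers every log2 ratio and could only move this median further down, so a scaling error in the other direction was not tested. A general inflammatory response to the scramble siRNA stays open, because the inflammation list, with a median of 0.13 (0.044 to 0.24 over the settings), had members on both sides of 0, and an interferon response to 1 of the 2 siRNA sequences cannot be told apart from the knockdown, since there was 1 sequence per condition.

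Genes of cholesterol synthesis had a median log2 ratio of 0.50, or 0.29 with unique probe sets, with 9 of 19 measured genes higher by 1.5-fold or more, among them *Sqle* (1.92-fold), *Dhcr7* (1.85-fold) and *Nsdhl* (1.81-fold). Genes of ATF4 and the unfolded protein response had a median of -0.21, with 6 of 23 lower by 1.5-fold or more, among them *Creld2* (log2 ratio -1.53) and *Sdf2l1* (-0.94). With unique probe sets this median was -0.16, at the 1.6th percentile, and with no signal filter it was -0.197, so that under either setting the list no longer stood out by the rule above.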

How the results depend on the processing

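No paired analysis was possible because there is 1 array per condition. Without detection calls, signals near the floor cannot be told from background, and with no replicates the settings below show only how the arithmetic moves. The direction of the *Flcn* log2 ratio and of both lists' medians and scores held under each alternative run. Median scaling lowered the median log2 ratio of all genes above the filter from 0.013 to -0.075. It gave the oxidative phosphorylation list a median of 0.042, 57.1% above 0 and a score of 0.438, and the purine list a median of 0.0022, 50.5% above 0 and a score of 0.482. Quantile normalization gave 0.13, 75.8% and 0.713 for oxidative phosphorylation, and 0.095, 68.9% and 0.643 for purine metabolism. With the mean of all probe sets the oxidative phosphorylation median was 0.10, and with the Reactome list for the citric acid cycle and electron transport it was 0.11. The oxidative phosphorylation score was 0.480 when ranked by log2 ratio, 0.350 when so ranked among genes above the filter, 0.512 unweighted, 0.795 with the Reactome list and 0.822 with complexes I to V alone. The purine score was 0.485, 0.487 and 0.210 under the first 3 of these. Relative to random lists under the same 3 settings these were 1.93, 1.54 and 8.20 times the mean positive score for oxidative phosphorylation and 1.88, 1.98 and 2.87 times for purine metabolism, so that the lower scores are not all lower against random lists. With the Reactome purine list the score lay at the 92.7th percentile and the median at the 93.2nd percentile of random lists. With no signal filter, 32 of 140 purine genes lay at the floor on both arrays, where the ratio of the floors sets a log2 ratio of 0.087, and the list's median lay at the 62.5th percentile. A filter at the 75th percentile, which keeps 6812 genes, left 213 higher and 268 lower. With unique probe sets *Flcn* had -0.52, and *Tox2* and *Pi16*, lower in the main setting, had 0.087, as did *Tox2* with the mean of all probe sets, which is again the ratio of the floors. The Wipi1 log2 ratio turned to 0.43 with unique probe sets and to 0.48 with the mean of all probe sets, where the Mrpl33 log2 ratio turned to 1.50 and the Pdia4 log2 ratio to 0.39. Apart from the effects of floor and filter, the cause was not tested.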

Differences from the paper's values

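The paper's legend gives a normalized enrichment score of 0.63 for purine metabolism, and the value here was 1.56. None of the alternatives set before the data were examined came within 1.5 times of the legend's value, and they ranged from 1.28 with the Reactome purine list to 2.87 with an unweighted running sum. The plot itself prints about 1.6 in Fig. 4L, read by eye, which differs from the paper's own legend and from which the value here does not differ by 1.5 times. The score of the same list before normalization was 0.623 here, and the highest point of the plot in Fig. 4L is about 0.59. The gene list was written for this work and is not the paper's list, and the random lists here are drawn over genes.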

Other observations

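The test of purine genes without cell cycle members used a list chosen after the data were seen. Genes linked to lysosomes and TFE3, *Gpnmb* among them, did not move one way as a group, with 22 of 46 measured genes above 0 and a median log2 ratio of -0.0050, which ranged from -0.092 with median scaling to 0.045 with unique probe sets. *Atp6v0d2*, a subunit of the osteoclast proton pump, was 2.77-fold higher, and *Wipi1*, which acts in autophagy, had a log2 ratio of -0.78 that turned with other probe sets. Of 25 measured osteoclast genes 17 lay above 0, with a median of 0.10, at the 92.2nd percentile of matched lists, and the median was 0.011 with median scaling and 0.18 with the mean of all probe sets. *Ctsk*, the collagen-degrading protease cathepsin K, had a signal of 58.4 against 17.2 (log2 ratio 1.76), the latter close to the floor, and *Acp5*, which encodes TRAP, had a log2 ratio of 0.35. *Nfatc1* had log2 ratios of 0.10, 0.26 and 0.40 at 3 probe sets above the filter and was at least 1.82-fold higher at another, and *Ppargc1b* had 0.10. With median scaling the *Nfatc1* ratio of 0.10 and the *Ppargc1b* ratio were both close to 0. *Tfe3* had 0.088, which was close to 0 with median scaling, *Mitf* had -0.019, with 0.49 at its other probe set, and *Rps18*, the internal control of the paper's qRT-PCR, had -0.028, with probe sets from -0.10 to 0.65. *Itgb3*, *Oscar* and *Ppargc1a* lay under the floor on both arrays and have no ratio. Of the purinergic loop, which the paper measured by qRT-PCR in cells given RANKL, the arrays gave log2 ratios of 0.66 for the adenosine transporter *Slc29a1*, 0.09 for *P2rx7*, which lay below 0 with median scaling and whose probe sets ranged from -0.079 to 0.14, -0.01 for *Panx1* and -0.42 for *Entpd1*, whose signals of 17.9 and 23.9 are close to the floor, while *Nt5e* did not pass the filter. Of 6 measured genes of other purinergic receptors and adenosine handling, 3 lay above 0, or 2 with median scaling.

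Among the other lists, mitochondrial ribosomal proteins had 54 of 75 genes above 0 and a median log2 ratio of 0.13, proteasome subunits 28 of 31 and 0.12, glycolysis 13 of 18 and 0.13, the pentose phosphate pathway 7 of 8 and 0.16, and cytosolic ribosomal proteins 13 of 42 and -0.05. With median scaling these were 43 of 75 and 0.047, 19 of 31 and 0.034, 10 of 18 and 0.039, 5 of 8 and 0.071, and 3 of 42 and -0.13. With the mean of all probe sets the medians of mitochondrial ribosomal proteins and proteasome subunits were 0.079 and 0.069. Under that setting the medians of glycolysis, the pentose phosphate pathway and cytosolic ribosomal proteins were 0.13, 0.25 and -0.037. *Prps2* was 1.70-fold higher. Macrophage genes had a median of -0.02, which was 0.0050 with quantile normalization and -0.10 with median scaling, where 4 of 19 lay above 0, and among them the Fc receptor *Fcgr1* had a log2 ratio of -1.44. Inflammatory genes went both ways, with 11 of 30 higher and 4 lower by 1.5-fold or more (7 and 5 with median scaling), *Il1rn* 2.59-fold higher and *Cd40* with a log2 ratio of -1.38. Reference genes had a median of 0.10 over 9 genes, which was 0.0099 with median scaling and 0.17 with unique probe sets. Of the lists for T cells, B cells, fibroblasts, epithelium, erythroid cells and dendritic cells, none had more than 2 measured genes. Among 547 Reactome pathways, those farthest above matched random lists were activation of the pre-replicative complex (median log2 ratio 0.64 over 29 genes) and DNA strand elongation (0.53 over 32 genes), and the one farthest below was asparagine N-linked glycosylation (-0.15 over 89 genes). Counted from the highest, the pathway of the citric acid cycle and respiratory electron transport ranked 56, respiratory electron transport alone 89 and purine metabolism 202. In Fig. 2G, where cells given RANKL were counted, the paper states that *Flcn* knockdown cells did not proliferate faster.

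One hypothesis is that cell cycle genes account for the higher signals of the purine list. Without 16 measured members that belong to the cell cycle or DNA replication, the list's median lay at the 98.6th percentile of matched random lists, against 99.6 with them. The median log2 ratio was 0.086 without them and 0.090 with them, and the enrichment score was 0.543, or 1.34 times the mean positive score of random lists, against 0.623, or 1.56 times. The percentile falls between the bounds set for either outcome, under 90 and above 99, so that the test does not decide it.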
